# Control of mouse limb initiation and antero-posterior patterning by Meis transcription factors

**DOI:** 10.1038/s41467-021-23373-9

**Published:** 2021-05-25

**Authors:** Irene Delgado, Giovanna Giovinazzo, Susana Temiño, Yves Gauthier, Aurelio Balsalobre, Jacques Drouin, Miguel Torres

**Keywords:** Developmental biology, Pattern formation, Molecular biology

## Abstract

Meis1 and Meis2 are homeodomain transcription factors that regulate organogenesis through cooperation with Hox proteins. Elimination of Meis genes after limb induction has shown their role in limb proximo-distal patterning; however, limb development in the complete absence of Meis function has not been studied. Here, we report that *Meis1*/*2* inactivation in the lateral plate mesoderm of mouse embryos leads to limb agenesis. Meis and Tbx factors converge in this function, extensively co-binding with Tbx to genomic sites and co-regulating enhancers of *Fgf10*, a critical factor in limb initiation. Limbs with three deleted Meis alleles show proximal-specific skeletal hypoplasia and agenesis of posterior skeletal elements. This failure in posterior specification results from an early role of Meis factors in establishing the limb antero-posterior prepattern required for *Shh* activation. Our results demonstrate roles for Meis transcription factors in early limb development and identify their involvement in previously undescribed interaction networks that regulate organogenesis.

## Abstract (web summary)

Double conditional knockout of *Meis1/2* in the limb forming region of mouse embryos results in the complete absence of limb, while embryos developed with one functional *Meis* allele, so identifying the role of Meis in antero-posterior and proximo-distal patterning.

## Introduction

Limbs initiate as swellings from the lateral body wall that form by the localized epithelial-to-mesenchymal transition of the somatic coelomic epithelium^1^. Limb induction requires *Tbx4/5* and *Fgf10* activation in the lateral plate and their elimination produces limbless embryos^2^. *Tbx5* in the forelimb and *Tbx4* in the hindlimb is directly regulated by several inputs, including nuclear ßcatenin, retinoic acid, and specific combinations of axial Hox expression^3–5^. In cooperation with persistent nuclear ßcatenin, Tbx factors, in turn, induce limb-bud mesenchyme to express *Fgf10*. Fgf10 signaling to the overlying surface ectoderm activates several FGF and Wnt factors, which signal back to the mesenchyme to maintain *Fgf10* expression, forming a positive-feedback loop essential for limb-bud establishment, growth, and distalization^6–9^.

Progression along the proximo-distal (PD) axis is concomitant with limb patterning along the antero-posterior (AP) axis. The main regulator of limb AP patterning is the secreted factor Shh, which is expressed from the zone of polarizing activity (ZPA), a discrete mesenchymal region at the posterior end of the limb bud^10,11^. AP prepatterning of the limb-forming region is required for *Shh* activation and starts simultaneously with limb induction, much earlier than the onset of *Shh* expression. The posterior field of the limb bud is established by AP-regulated expression of axial Hox9 paralogs in the forelimb and *Islet1* in the hindlimb, which induce posteriorly restricted expression of *Hand2*^12,13^. Hand2, in turn, restricts *Gli3* mRNA expression to the anterior region of the limb bud, producing its first AP compartmentalization^2,14^. *Hand2* is induced not only by Hox9 paralogs, but also by Hoxd13, which binds to the *Hand2* locus^15^, suggesting direct regulation. At later stages, *Shh* expression is induced in the ZPA through cooperation between Hand2^16–18^ and posterior HoxD proteins^19–23^.

Meis1 and 2 belong to the TALE (three amino-acid loop extension) homeodomain transcription factor family and regulate Hox activity by interacting directly with posterior Hox proteins^24,25^ and indirectly with anterior Hox proteins through Pbx, another TALE homeodomain family member^26^. Meis factors associate extensively but not exclusively with Hox-binding sites in the genome and also act as cofactors for non-Hox transcription factors^27–30^. Meis1 and 2 are homogeneously expressed in the lateral plate mesoderm from pre-limb stages and, following limb initiation, become expressed in a proximal-to-distal gradient in the growing limb bud^31^. Meis overexpression inhibits limb-bud distalization^32–34^, whereas *Meis* elimination after limb induction results in distalization and strong disruption of proximal segments^31^. How limbs develop in the complete absence of Meis expression in the lateral plate has not been explored. *Meis1* loss-of-function mutants have hematopoietic, vascular, and ocular defects^35–37^ but show no alterations in limb development. Limb skeletal patterning is similarly unaltered in *Meis2* mutants^38,39^. Given that *Meis1* and *Meis2* encode highly similar proteins, both able to inhibit limb distalization and co-expressed during limb development, we reasoned that the lack of phenotype in the single mutants is likely due to redundancy. Here, we describe double *Meis1* and *Meis2* elimination in the limb-forming region and report Meis functions in limb induction and AP and PD patterning.

## Results

### Meis1 and Meis2 are required for limb outgrowth

To determine the combined role of *Meis1* and *Meis2* in limb development, we conditionally deleted both genes. For this, we generated a new *Meis2*-targeted conditional allele (Supplementary Fig. S1). *Meis1* and *Meis2* deficiency was induced by combining the *Meis2*-targeted conditional allele with either *Meis1* constitutive deletion^35^ or a *Meis1*-targeted conditional allele^40^. In both cases, conditional alleles were activated with the *HoxB6CreER* driver^41^ induced by 4-hydroxy-tamoxifen (4HT) injection at E8.5 (Fig. 1a). *HoxB6CreER* drives recombination in the posterior 2/3 of forelimbs (FL) and the whole lateral plate posterior to the FL, including the HL forming region (Fig. 1). Using these strategies, disruption of all four alleles resulted in the elimination of all wild-type Meis protein from the recombined regions, as determined by immunofluorescence (Fig. 1c, d). The elimination of *Meis1/2* produced a very strong arrest of limb development, with only vestigial chondrogenic condensations in the FL, despite incomplete recombination there. In the HL, near-complete (*N* = 3/9) or complete (*N* = 6/9) elimination of limb-bud growth and chondrogenic condensations is observed (Fig. 1e, white arrowhead). *Meis1/2* double knockout (from now on, M1KO;M2KO) embryos die around E13.5-E14.5, due to hematopoietic defects.

**Fig. 1:**
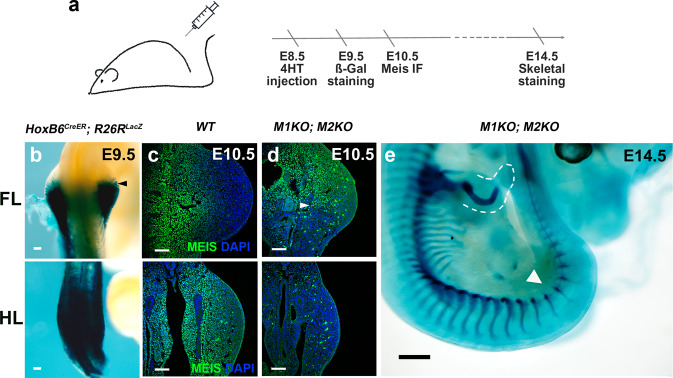
Deletion of Meis genes in the limb-forming region. **a** Tamoxifen injection and experimental timeline. **b** Whole-mount X-gal staining in E9.5 *HoxB6CreER*; *R26RlacZ* embryos (*N* = 6 embryos). Scale bar = 100 μm. **c**, **d** Meis immunofluorescence at E10.5 in wild-type and M1KO;M2KO forelimbs (FL) and hindlimbs (HL) (*N* = 4 limbs). Scale bar = 100 μm. **e** M1KO;M2KO limb phenotype (*N* = 9 embryos). Scale bar = 500μm. Arrowheads in **b** and **d** indicate the limits of Cre recombination. In **e**, the dashed line delineates the FL soft tissues and the arrowhead indicates the HL region. Source images are available at Mendeley Data^80^ [https://data.mendeley.com/datasets/r774bxyf8d/2].

Cell death and proliferation were evaluated in mutant limbs to test the possibility that elimination of chondrogenic precursors might be the cause of the phenotype (Supplementary Fig. 2). Mutant FL bud mesoderm showed a clear increase in cell death localized to the central-distal region, whereas the mutant HL bud mesoderm showed a very mild increase (Supplementary Fig. 2a–c, e–g). In FLs, only 2/3 of the limb bud lack Meis activity, and some AER formation and growth are detected. In contrast, HLs are totally devoid of Meis function and do not form a functional AER (Supplementary Fig. 2). The increased cell death thus may contribute to post-induction elimination of prospective limb structures in FLs, however, it is unlikely to account for the complete agenesis of the HL. The limited increase in cell death in the mesoderm of the HL was accompanied by an increase of cell death in the ectoderm (Supplementary Fig. 2g), which is a typical observation in limb buds deficient in mesoderm-to-ectoderm FGF signaling^42^. In regard to cell proliferation, no significant changes were observed in the mesoderm or ectoderm of either FLs or HLs (Supplementary Fig. 2d, h).

These results indicate redundancy between *Meis1* and *Meis2* in limb development and show an early role for Meis TFs in the establishment of limb buds. The early loss of limb buds in M1KO;M2KO embryos precluded further analysis of the effect of complete Meis elimination on skeletal patterning. We, therefore, characterized the skeleton of limbs with at least one intact Meis allele (Fig. 2). As previously reported^35,39^, single homozygous deletion of *Meis1* or *Meis2* had no effect on limb skeletal patterning (Fig. 2b, e, g). In contrast, skeletal patterning defects were observed along the PD and AP axes of limbs developing in the absence of three *Meis1/2* alleles (one deleted *Meis1* allele and homozygous deletion of *Meis2*; M1HT;M2KO) (Fig. 2c, f, g). Skeletal elements proximal to the stylopod-zeugopod boundary were 20–40% reduced along the PD axis in M1HT;M2KO limbs compared to WT limbs, whereas skeletal elements distal to this boundary showed no PD reduction in the mutants (Fig. 2g). Along the AP axis, the posterior zeugopod and autopod elements in M1HT;M2KO limbs were missing or presented an altered anatomy. Alterations included tibial bending (5/10), fibula loss (4/10), and loss or modification of posterior digits (6/10), confirming failure in limb posteriorization (Fig. 2h).

**Fig. 2:**
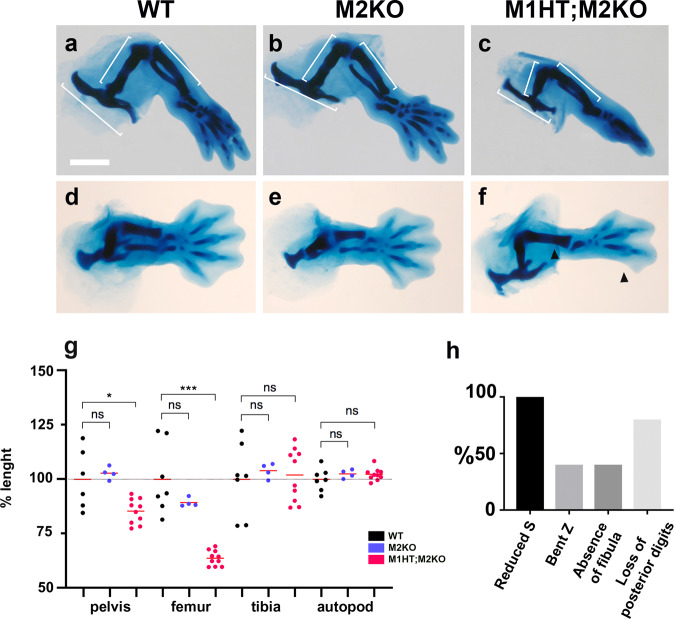
Skeletal defects in limb buds lacking three Meis1/2 alleles. **a**–**f** Victoria blue cartilage staining of HLs at E14.5 in WT embryos, with homozygous deletion of *Meis2* (M2KO), and M2KO embryos compound with a *Meis1* knockout allele in heterozygosity (M1HT;M2KO). Scale bar = 1000 μm. **g** Percentage size change in skeletal elements of M2KO and M1HT;M2KO HLs. Limbs analyzed: WT *N* = 6; M2KO *N* = 4 and M1HM2KO *N* = 10. ns, non-significant; *p < 0.05, **p < 0.01, ***p < 0.001. Two-tailed, unpaired Mann–Whitney test. Red bars are mean values. Exact *p*-values from left to right: 0.7619; 0.0420; 0.4121; 0.0001; 0.6485; 0.9623; 0.3152; 0.3148. **h** Percentage occurrence of skeletal alterations in M1HT;M2KO HLs. Arrowheads in **f** indicate the absence of fibula and posterior digits in M1HT;M2KO specimens. *N* = 10 embryos. Source data are provided as a Source Data file. Source images are available at Mendeley Data^80^ [https://data.mendeley.com/datasets/r774bxyf8d/2].

### Molecular analysis identifies the Wnt, Fgf, and Shh pathways as Meis targets

To characterize the role of Meis transcription factors during limb initiation, we performed an RNA-seq analysis comparing wild-type and M1KO;M2KO HL buds at E10.5 (30 somites). This analysis identified 196 downregulated and 242 upregulated transcripts with an adjusted *p*-value < 0.005 (Fig. 3a and Supplementary Data 1). Downregulated genes included members of the Fgf and Wnt canonical signaling pathways, like *Fgf8* (fold change (FC) −19,1), *Fgf10* (FC −1,5), and *Lef1* (FC −1,4) (Fig. 3b). In addition, the analysis showed changes in genes with important roles in AP and PD patterning (Fig. 3b). M1KO;M2KO limb buds showed downregulation of proximal limb markers and genes involved in proximal limb development, such as *Alx1*(FC −2,9)*, Alx3* (FC −1,5), *Shox2* (FC −2,2) and *Tbx15* (FC −1,9)^43–46^, and upregulation of distal markers, such as *Tfap2b* (FC 1,9) and *Pknox2* (FC 2,6)^47,48^ (Fig. 3b). These changes in PD patterning genes are consistent with the proposed role of Meis in promoting proximal limb fates^31,33^.

**Fig. 3:**
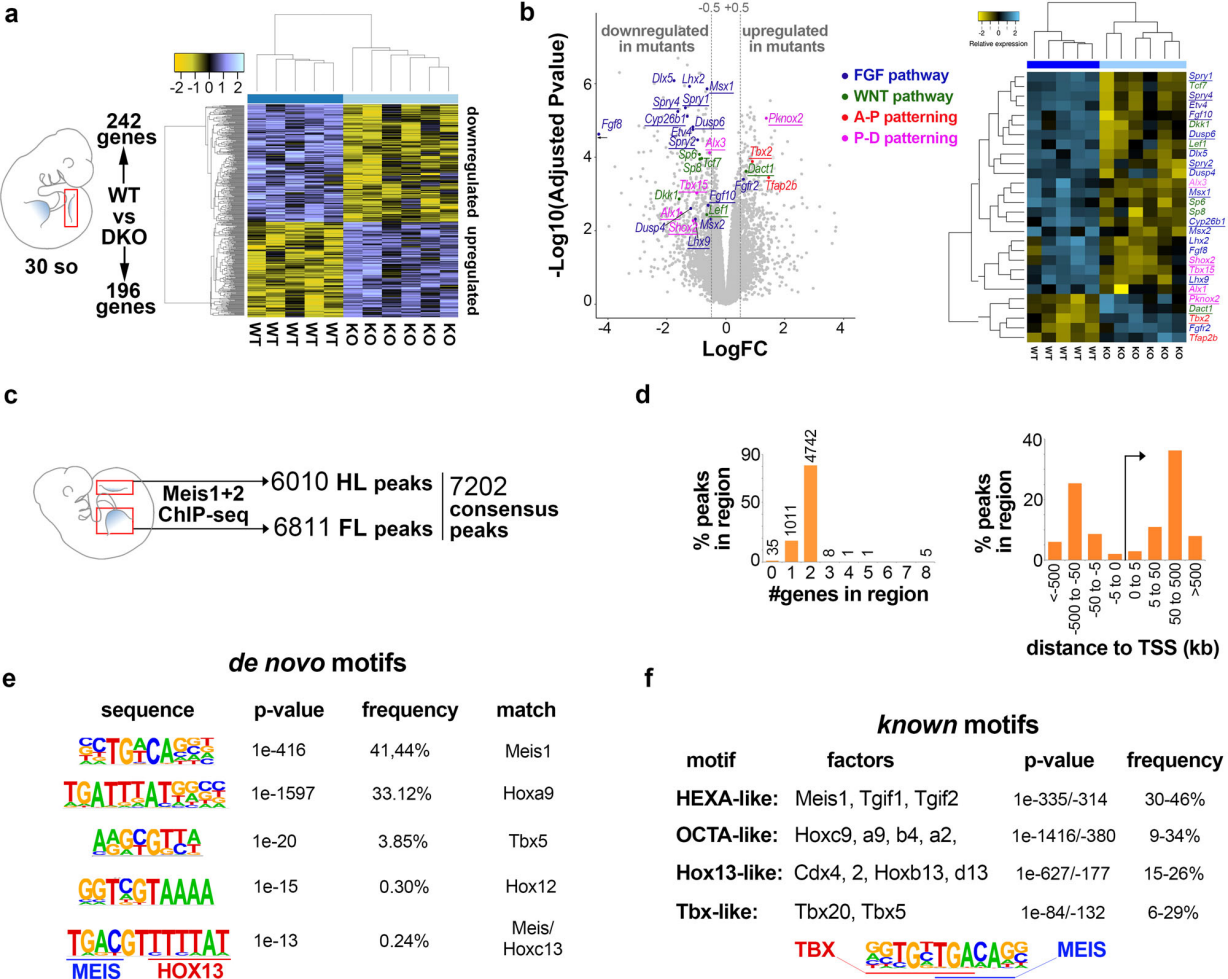
Molecular analysis of Meis function in limb buds. **a** RNA-seq analysis comparing wild-type and M1KO;M2KO HLs, showing the clustering of WT and mutant samples by expression profile. **b** Volcano plot and heat map with the most relevant genes involved in AP patterning, PD patterning, Wnt and Fgf pathways highlighted in color code. *p*-values are obtained by a Benjamini–Hochberg procedure, which adjusts for multiple comparisons. The underlined highlighted genes show Meis-binding sites in their regulatory regions by ChIP-seq. **c**–**f** ChIP-seq analysis, showing the number of binding sites identified in E10.5 FLs and HLs (**c**), the distribution of Meis peaks with respect to transcriptional units (**d**) and de novo (**e**), and *known* (**f**) sequence motif identification. FC: fold change. See the “Data availability” section for source data.

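The ChIP-seq experiment consisted of 4 libraries from wild-type buds at E10.5 (36 somites), read from one end over 50 bp. FL and HL buds each gave 1 library of chromatin precipitated with antibodies against Meis1 and Meis2 and 1 input library, that is, chromatin taken before precipitation. Neither limb had a replicate, so differences between FLs and HLs cannot be set against a spread between replicates, and no test between the limbs was made. The reporting summary of the paper gives 85252035 raw reads for the FL ChIP, 87665474 for the HL ChIP, 56591155 for the FL input and 65735034 for the HL input. Reads mapped to a unique place outside chromosome Y, the mitochondrial genome and the unplaced scaffolds were 74% in the FL ChIP, 66% in the HL ChIP, 43% in the FL input and 49% in the HL input. The authors mapped the reads to mm9 with BWA, marked duplicates, filtered the alignments, and called the peaks of each ChIP library against the input of the same limb with MACS2 at a p cutoff of 0.022. The peak caller also split peaks that held several maxima into separate summits.
Each deposited list gives, for every summit, its position in mm9, its fold enrichment over input, its −log10 p, its −log10 q and a score. All folds, p-values and q-values of single peaks are the authors' own values, and they serve here to describe, rank and filter the peaks within each list. A peak was counted here as 1 region however many summits it held, and was given the highest fold and the lowest p and q of its summits. FL and HL peaks were taken as overlapping when they shared at least 1 bp. Gene starts in mm9 were worked out from the distances between peaks and genes in Supplementary Data 3, of which the first 1994 of 5799 rows were used. Where a gene had several listed summits, the distances gave a single start within 2 bp for 771 of 776 genes. The strand was the one of the GRCm38 annotation for all 735 genes compared. A start was obtained for 16 of the 24 genes that the paper names around its Meis peaks, and the other genes could not be placed in mm9. Counting regions or summits, the choice of p or q cutoff and the overlap required all change the numbers of peaks and the shares of them in common.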

To identify genomic Meis-binding sites in limb-bud cells, we next performed a ChIP-seq analysis of FL and HL buds at E10.5. From 6811 peaks detected in FLs and 6010 peaks in HLs (Supplementary Data 2), a total consensus set was identified consisting of 7202 peaks. 

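The FL list held 22906 summits in 21338 peaks, and the HL list held 17810 summits in 16987 peaks. The highest p of any peak was 0.0220 in FLs and 0.0217 in HLs, which is the loose cutoff used to search for shared peaks. FL peaks covered 4.35 Mb of the genome with a median length of 166 bp, and HL peaks covered 2.73 Mb with a median length of 132 bp. The median fold enrichment was 2.78 in both limbs, and the highest was 23.4 in FLs and 22.7 in HLs. A q of at most 0.05 was reached by 3722 FL peaks (17.4%) and by 1721 HL peaks (10.1%). Of the cutoffs tried, a p of at most 1e-05 lowered the FL count most, to 3685 peaks, while the q cutoff lowered the HL count most.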

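Of the 21338 FL peaks, 4813 overlapped an HL peak (22.6%, 95% Wilson interval 22.0 to 23.1%), and of the 16987 HL peaks, 4922 overlapped an FL peak (29.0%, 28.3 to 29.7%). These intervals cover counting error only. To estimate the overlap that chance gives, the peaks of the other limb were shifted 1000 times around each chromosome. The shifted HL peaks overlapped a median of 0.253% and at most 0.375% of the FL peaks, and the shifted FL peaks overlapped a median of 0.318% and at most 0.471% of the HL peaks. The share in common depended on the height of the peaks. Among the 500 FL peaks with the highest folds, 94.0% overlapped an HL peak (91.6 to 95.8%), against 46.6% (44.4 to 48.7%) of those ranked 2001 to 4000 and 9.93% (1325 of 13338) of those ranked 8001 or lower. For HL peaks the same groups gave 96.4% (94.4 to 97.7%), 43.0% (40.8 to 45.2%) and 16.0% (1439 of 8987). The alternative that moved the shares most counted only peaks with q at most 0.05 against the whole list of the other limb. It gave 67.0% (65.5 to 68.5%) in FLs, leaving 1229 FL peaks without an HL peak, and 89.3% (87.7 to 90.6%) in HLs, leaving 185 HL peaks without an FL peak.

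**Figure D1:**
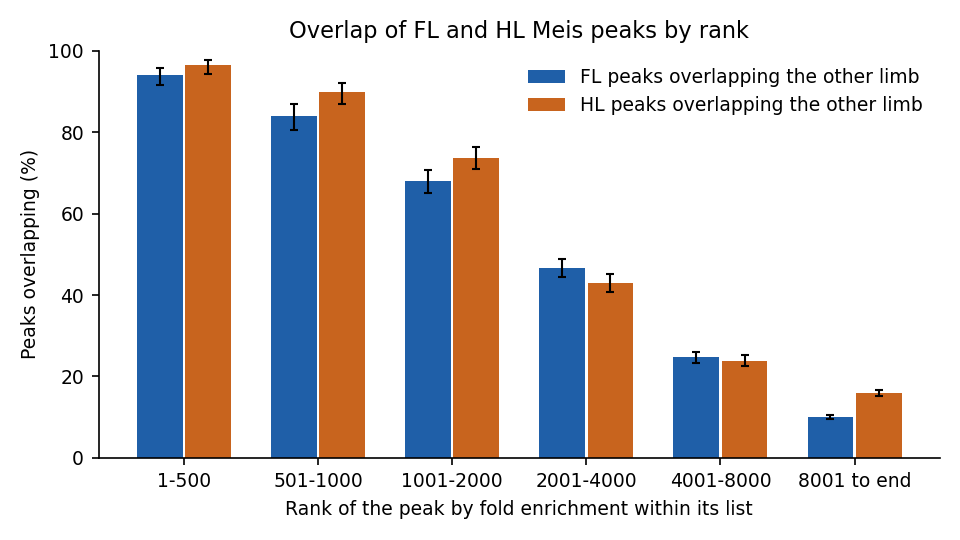
Share of Meis peaks that overlap a peak of the other limb, in percent, for groups of peaks ranked by fold enrichment within their own list (rank 1 is the highest fold). Blue bars are FL peaks, orange bars are HL peaks, and the error bars are 95% Wilson intervals, which cover counting error only; the shares fall from 94.0% and 96.4% in the first group to 9.93% and 16.0% in the last.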

The consensus list includes 5803 (80%) peaks shared between FLs and HLs, 1008 FL-specific peaks, and 207 HL-specific peaks (Fig. 3c). The binding profile of Meis1/2 in limb buds showed a similar general distribution to that previously described in other embryonic tissues^24,49^, characterized by highly conserved sequences and a preference for distal enhancers (Fig. 3d).

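Distances to gene starts were taken from the part of Supplementary Data 3 used here, which lists the peaks common to FLs and HLs. Its rows follow no order of position or of height, and each names up to a pair of genes for an FL summit. A peak with several listed summits therefore counts several times here. Whether the rows used are a fair sample of the whole list is not known. Of the 1984 FL summits with a gene, the nearest start was less than 5 kb away for 8.77% (95% Wilson interval 7.60 to 10.1%) and 5 to 50 kb away for 28.5% (26.6 to 30.6%). It was 50 to 500 kb away for 57.6% (55.4 to 59.8%) and more than 500 kb away for 5.09% (4.21 to 6.15%). The median fold enrichment was 3.50 in the nearest group, 3.52 from 5 to 50 kb, 3.64 from 50 to 500 kb and 3.59 beyond. Over all 3602 pairs of a summit and a gene, the summit lay 50 to 500 kb upstream of the start in 910 and 50 to 500 kb downstream in 1329. It lay within 5 kb upstream in 83 and within 5 kb downstream in 106. Restricting the summits to the 938 whose own q was at most 0.05 gave 8.74% within 5 kb and 59.4% from 50 to 500 kb, inside the intervals of the full set. Conservation of the bound sequences was not examined.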

Functional enrichment analysis of genes located in the vicinity of the FL-HL shared peaks identified Gene Ontology categories related to limb development as the most significant organ-specific gene sets (Supplementary Fig. 3 and Supplementary Data 3). This observation indicates that Meis binds to genes that are actively transcribed in limb buds and functionally relevant to limb development. Several of the genes close to Meis-binding sites are involved in PD and AP limb patterning and are sensitive to Meis loss in the transcriptomic analysis (Fig. 3b and Supplementary Fig. 4).

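Besides Hand2, Ptch1 and Hoxd13, 8 of the PD and AP patterning genes drawn in Supplementary Fig. 4 were examined around a start in mm9. All 8 had an FL peak and an HL peak within 100 kb of their start. An FL peak with q at most 0.05 was found near all 8 genes, and an HL peak with such a q near 6 of them. At Shox2 (start at 66785693 on chromosome 3), 10 FL peaks lay in the window. The highest ran from 66739343 to 66739857 with a fold of 8.61 (q = 2.24e-14). The highest of the 9 HL peaks lay at another place, from 66871577 to 66871769, with a fold of 5.58 (q = 6.19e-05). Alx4 (start at 93482541 on chromosome 2) had its highest FL and HL peaks at the same place, 17.1 kb from the start, with folds of 8.46 and 8.08. The peaks of Tbx15 78.6 kb from its start also coincided, with a fold of 7.12 in FLs and 5.62 in HLs. Tbx2 had the most peaks, 17 in FLs and 18 in HLs, of which 7 and 1 had a q of at most 0.05. Isl1 had 1 FL peak, 93.3 kb from the start with a fold of 5.71 (q = 9.78e-06). Its 1 HL peak lay elsewhere, 0.43 kb from the start, with a fold of 2.29 (q = 1). Near Alx1, neither of the 2 HL peaks passed the q cutoff. The highest FL folds around these genes ranged from 4.64 to 8.61, and the highest HL folds from 2.29 to 8.08. At Pknox2 and Dact1, other than at the genes above, the highest HL fold was above the highest FL fold. The highest Pknox2 peaks of the limbs lay at different places. The HL peak, 31.8 kb from the start, had a fold of 5.58 (q = 6.19e-05). The FL peak, 52.6 kb from the start, had a fold of 4.64 (q = 1.17e-06). At Dact1 the folds were 5.62 in HLs and 5.39 in FLs. Transcript levels in the mutants were not analysed here.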

A gene-set enrichment analysis against the MSigDB pathway database (http://software.broadinstitute.org/gsea/msigdb/) identified the Hedgehog and Wnt pathways as highly significant gene sets associated with Meis-binding sites (Supplementary Fig. 3). Moreover, although the MSigDB analysis did not detect significant enrichment for Fgf signaling, several core Fgf pathway components were associated with Meis peaks (Supplementary Fig. 5). Significant association with Meis-binding sites was also detected for a set of genes encoding enzymes involved in heparan sulfate and heparin (HS-GAG) biosynthesis, an essential pathway for Fgf signaling (Supplementary Fig. 3). The detection of the Hedgehog pathway in the ChIP-seq analysis correlates with the AP patterning changes identified by transcriptome analysis. The ChIP-seq peaks identifying Meis regulation in Fgf and Wnt pathway genes are shown in Supplementary Fig. 5.

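Besides Fgf10 and Lef1, Supplementary Fig. 5 draws 10 genes of the Fgf and Wnt pathways, of which 6 could be placed in mm9 (Dusp6, Lhx9, Cyp26b1, Ets2, Dact1 and Wnt2). Spry1, Spry2, Spry4 and Msx1 were not examined. FL peaks lay within 100 kb of the start of all 6 genes, with a q of at most 0.05 at 5 of them, and HL peaks lay near 5 genes, with such a q at 4. The highest FL peak near Lhx9 was 79.4 kb from the start and had a fold of 8.01 (q = 1.18e-10), and the HL peak at the same place had a fold of 3.09 (q = 1). At Dusp6 (start at 98725865 on chromosome 10), coinciding peaks 35.9 kb from the start had a fold of 7.50 in FLs and 4.29 (q = 0.000269) in HLs. Ets2 and Wnt2 each had coinciding peaks of similar folds in both limbs, 6.72 and 6.47 at Ets2 and 5.71 and 6.07 at Wnt2. Dact1, which is drawn in both supplementary figures, had folds of 5.39 in FLs and 5.62 in HLs at a peak 51.2 kb from its start. Cyp26b1 had no HL peak within 100 kb and a single FL peak with a fold of 2.54 (q = 1). A narrower window of 50 kb still held an FL peak for 5 of the 6 genes and an HL peak for 4.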

A de novo motif enrichment analysis of Meis-binding regions identified motifs previously reported in the E11.5 trunk ChIP-seq^24^, including the hexameric Meis-only-binding sequence and the octameric Hox-Pbx-binding sequence^50^ (Fig. 3e). We also found limb-specific motifs not previously identified in the E11.5 trunk. These motifs include binding sequences preferred by the Hox paralog groups 12 and 13^51^, including a putative Meis–Hox13 compound-binding site (Fig. 3e). This observation suggests direct Meis–Hox12/13 interaction in vivo, which correlates with previous biochemical studies showing that group 11-13 Hox proteins cannot directly interact with Pbx but do so through interaction with Meis proteins^50^.

In addition, we found a motif related to a known Tbx5-binding site (Fig. 3f). The search for *known* DNA target motifs confirmed the results obtained in the de novo motif search and identified a previously described Tbx5-binding motif in cardiac cells^52^, that may be a Tbx–Meis compound motif (Fig. 3f). The detection of Tbx5-binding sequences was highly sensitive to the classification of Meis-binding sites into that co-bound by Tbx5 and those only bound by Meis (Supplementary Fig. 6), further indicating the specificity of the findings.

### Meis is required for limb initiation and extensively co-binds with Tbx and Hox factors in limb buds

To confirm the RNA-seq data, we next studied the expression of *Fgf8*, which encodes the main AER signal required for limb outgrowth^53,54^. AER-FGF8 mRNA expression was absent (*N* = 9/10) or very weak (*N* = 1/10) in E10.5 M1KO;M2KO hindlimb buds (Fig. 4c, d). Consistently with the Cre recombination pattern, *Fgf8* expression in the FL was more variable, ranging from complete loss (*N* = 3/6) to reduced expression (*N* = 3/6) (Fig. 4a, b). Activation of *Fgf8* requires the previous activation of *Fgf10* in the limb mesoderm. We found that *Fgf10* mRNA expression was very reduced or absent in M1KO;M2KO early FL buds. The posterior FL bud, where *Meis* genes are inactivated, was found especially affected by this reduction (*N* = 8/10). In HL buds, where Meis genes are completely eliminated, *Fgf10* expression was absent or very reduced throughout the buds (*N* = 5/6) (Fig. 4e–h). During limb initiation, *Fgf10* is activated by Tbx5 in FLs^55,56^ and by Tbx4 in HLs^57,58^. Expression of the Tbx mRNAs was unaltered in M1KO;M2KO FLs (*Tbx5*) and HLs (*Tbx4*) (*N* = 13/13 and 8/8, respectively) (Fig. 4m–p).

**Fig. 4:**
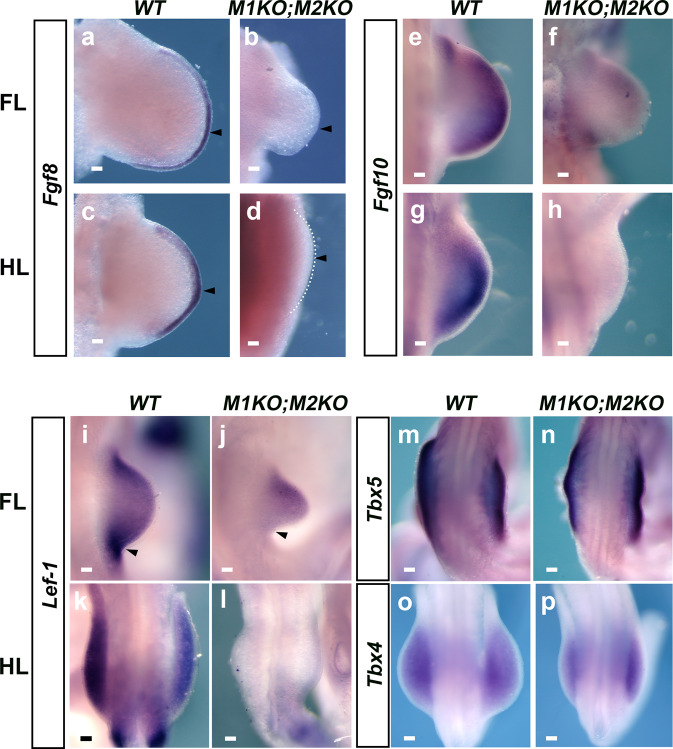
Expression of factors required for limb initiation in Meis mutants. Whole-mount in situ hybridization analysis of the expression of *Fgf8* (**a**–**d**), *Fgf10* (**e**–**h**), and *Lef1* (**i**–**l**) at E10.5 in WT and M1KO;M2KO limbs. For *Fgf8*, *N* = 6 FLs and *N* = 10 HLs. For *Fgf10*, *N* = 10 FLs and *N* = 6 HLs. For *Lef1*, *N* = 4 limbs for both, FLs and HLs. **m**, **n** *Tbx5* expression in E9.5 FLs. **o**, **p** *Tbx4* expression in E10.5 HLs. *N* = 13 limbs for Tbx5 and *N* = 8 limbs for Tbx4. Scale bars = 100μm. Arrowheads in **a**–**d** indicate the region of *Fgf8* expression in control limb buds and its absence in mutants. Arrowheads in **i**, **j** indicate the expression of *Lef1* in control limb buds and its absence on the posterior part of mutant limb buds. Source images are available at Mendeley Data^80^ [https://data.mendeley.com/datasets/r774bxyf8d/2].

Tbx4/5 activates *Fgf10* by two mechanisms: direct activation of *Fgf10* enhancers and activation of the canonical Wnt signaling pathway effector Lef/Tcf. Both Tbx4/5 and Lef/Tcf then cooperate in *Fgf10* activation^55^. *Lef1* expression was completely absent from the posterior part of mutant FLs buds (*N* = 4/4) and from the whole-mutant HL buds (*N* = 4/4), demonstrating that the Wnt pathway is inactivated in M1KO;M2KO limbs (Fig. 4i–l).

Meis activity is thus involved in the activation of two targets of Tbx4/5 activity essential for limb initiation, *Fgf10* and *Lef1*. These results thus suggest cooperation between Tbx and Meis factors during limb initiation.

The presence of Tbx5 motifs in the sequences bound by Meis in ChIP-seq (Fig. 3e, f) suggested co-binding of Tbx and Meis factors to regulatory sequences relevant to limb development. To investigate this possibility, we profiled Meis and Tbx5 genomic-binding sites in E10.5 limb buds by comparing ChIP-seq data from this study with data previously published for Tbx5^59^. Of the 10,267 Tbx5 peaks and 6811 Meis peaks in FLs, 2263 were overlapping peaks (summits at ≤100 bp distance) (Fig. 5a and Supplementary Data 4). The distribution of distances between Meis and Tbx5 summits was non-random, with a sharp increase in the frequency of summits at distances below 100 bp (Fig. 5b). The preference for shorter distances was maintained among summit pairs closer than 100 bp, with the highest enrichment at distances <30 bp (Fig. 5b). Nonetheless, there was no evidence for a preferred specific distance between Meis and Tbx5 summits (Fig. 5b), suggesting the absence of predominant specific complexes between these factors that would constrain the distance between binding sites.

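The regions that Supplementary Data 4 lists as common to Meis and Tbx5 were set against the FL Meis summits, using the first 1999 of its 2339 rows. The table does not name the factor on which its regions are centred, so the distances run from the middle of each region to the nearest FL Meis summit and need not equal the distances between Meis and Tbx5 summits. An FL summit lay within 100 bp of the middle for 1779 of the regions used. The number of regions fell with distance, from 336 at 0 to 9 bp and 331 at 10 to 19 bp to 79 at 70 to 79 bp and 56 at 90 to 99 bp. In all, 924 regions had the summit at 0 to 29 bp and 201 at 70 to 99 bp, and no single distance class stood above its neighbours. With only FL peaks of q at most 0.05, the share of regions with a summit within 100 bp was 61.4%. HL summits lay as near in 70.2% of the regions, and those of HL peaks with q at most 0.05 in 29.6%. The regions were chosen on FL Meis peaks, so the FL share is not independent of the choice. Whether the rows used are a fair sample of the list is not known.

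**Figure D2:**
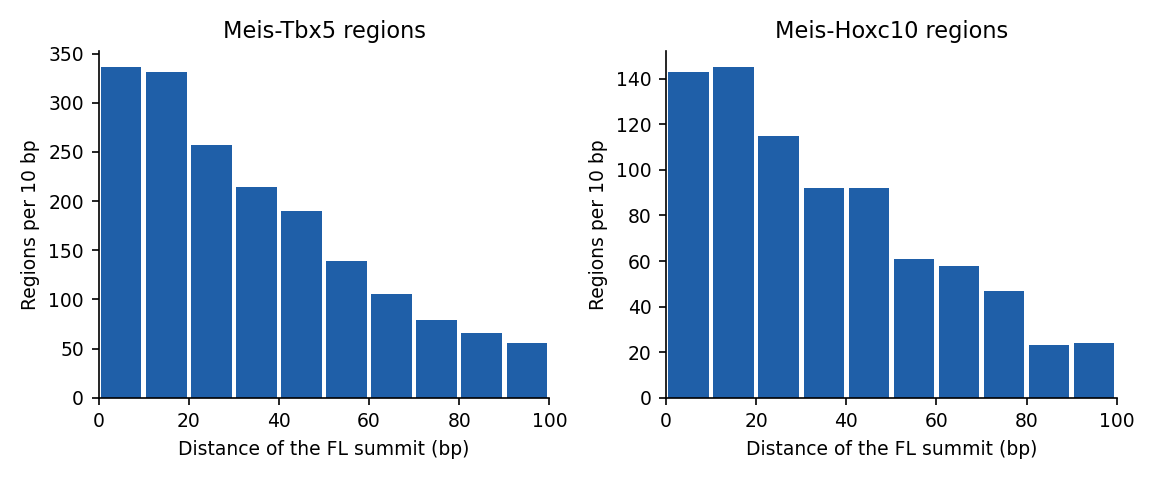
Number of regions of Supplementary Data 4 per 10 bp of distance between the middle of the region and the nearest FL Meis summit, for Meis-Tbx5 regions (left, first 1999 rows) and Meis-Hoxc10 regions (right, all rows). Both distributions fall with distance, from 336 to 56 regions for Meis-Tbx5 and from 143 to 24 for Meis-Hoxc10.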

**Fig. 5:**
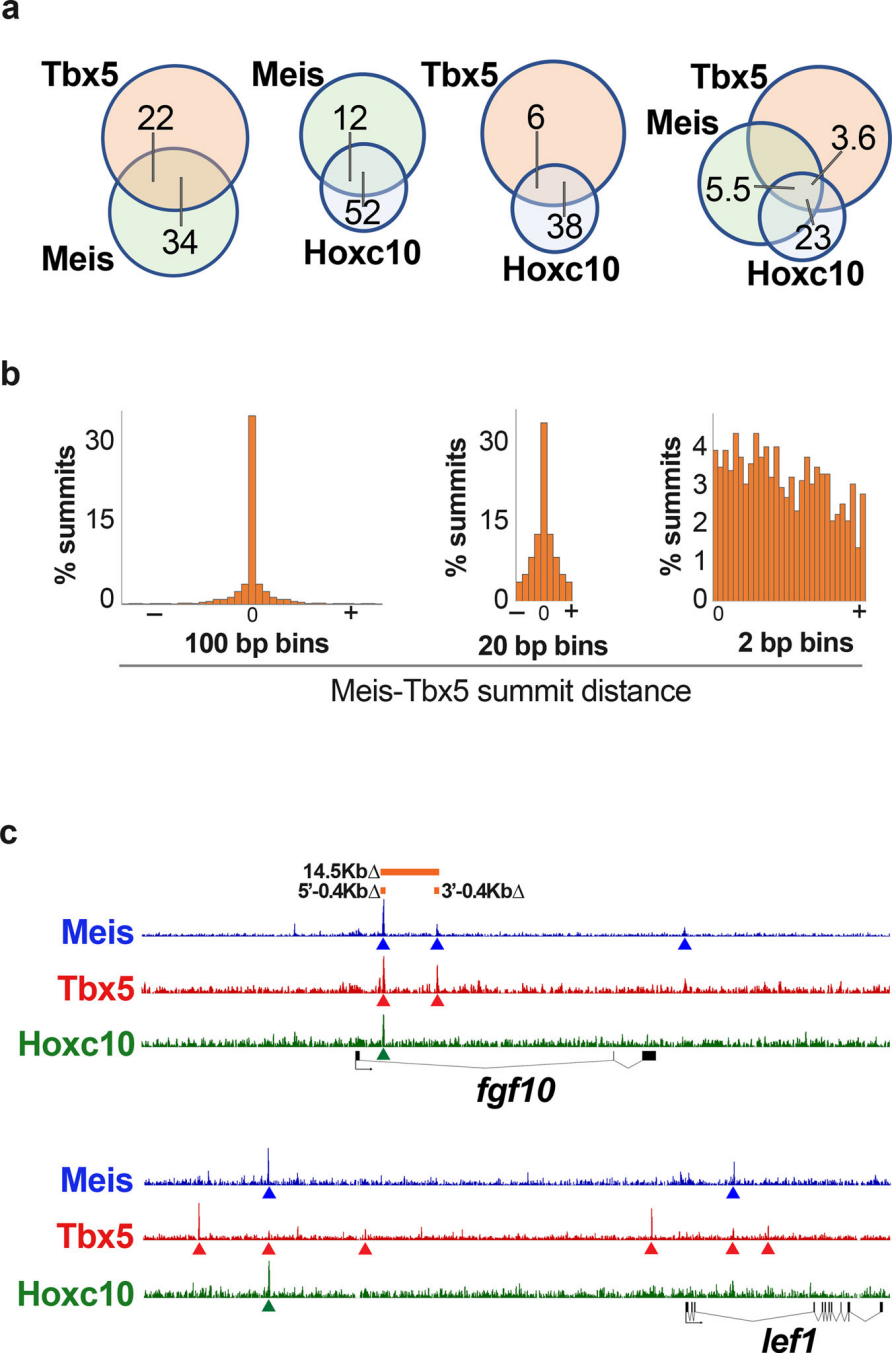
Meis, Tbx, and Hox transcription factors co-bind regulatory sequences of genes involved in limb initiation. **a** Overlap (%) between ChIP-seq-binding sites for Tbx5, Hoxc10, and Meis. The size of the circles representing each class is proportional to the number of binding sites for each factor (Meis: 6811; Tbx5: 10273; Hoxc10: 1611). **b** Meis–Tbx5 summit distance distribution at different resolutions. **c** Binding sites shared by Meis, Tbx5, and Hoxc10 in the *Fgf10* and *Lef1* loci. See the “Data availability” section for source data.

Given the predominance of Hox-binding motifs in Meis-bound genomic sequences^24^ and the evidence of cooperation between Hoxc10 and Tbx factors in limb buds^60^, we investigated the coincidence between Meis, Tbx, and Hoxc10-binding profiles (Fig. 5a and Supplementary Data 4). 

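Supplementary Data 4 lists 884 regions common to Hoxc10 and FL Meis binding, all of which were used. An FL Meis summit lay within 100 bp of the middle of 804 of these regions (91.0%, 95% Wilson interval 88.9 to 92.7%), and all 884 overlapped an FL peak, which follows from how the list was made. With only FL peaks of q at most 0.05, the share with a summit was 72.6% (69.6 to 75.5%). HL Meis summits, which come from the limb where Hoxc10 is expressed, lay as near in 697 of the regions (78.8%, 76.0 to 81.4%). Since the HL list holds fewer summits, the same number of FL summits, those with the lowest p, was also compared, and these gave 88.8% (86.6 to 90.7%). HL peaks with q at most 0.05 had a summit in 42.9% of the regions (39.6 to 46.2%). The regions were chosen on FL Meis peaks, so the FL share is not independent of the choice. Within 100 bp, 403 regions had the FL summit at 0 to 29 bp and 94 at 70 to 99 bp.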

Although Hoxc10 is expressed in HLs and not in FLs, a strong overlap was found between Hoxc10 and Meis binding in the FL (Supplementary Data 4). Furthermore, Hoxc10-binding sites in HLs overlapped more extensively with FL Tbx5-binding sites than with HL Tbx4 sites^60^. These results suggest that most Hoxc10-binding sites are general limb-bud Hox target sequences and are not HL-specific. The superior overlap of Hoxc10 with Tbx factors in the FL^60^ probably reflects the higher quality of the FL ChIP-seq experiments for these factors. 

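The 884 Meis-Hoxc10 regions amount to 54.9% of the 1611 Hoxc10 sites that the paper reports (95% Wilson interval 52.4 to 57.3%). The list of regions common to Tbx5 and Hoxc10 is shorter, with 618 regions.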

The strong overlap between Hoxc10 and Meis-binding sites (>50% of Hoxc10 sites) is consistent with the established role of Meis as a preferential cofactor for Hox proteins^24^ and was more extensive than the overlap between Hoxc10 and Tbx5-binding sites. Binding sites common to Tbx5, Hoxc10, and Meis appeared at a higher frequency than predicted by the pairwise interactions (Fig. 5a). General Meis–Tbx5 overlap affected 34% of Meis peaks and 22% of Tbx5 peaks (Fig. 5a). In contrast, within peaks common to Tbx5 and Hoxc10, Meis–Tbx5 overlap increased to 74% of Meis peaks, while within the Meis–Hoxc10 common peaks, Meis–Tbx5 overlap increased to 44% of Tbx5 peaks (Fig. 5a). These observations suggest that the previously reported Tbx5–Hox interaction^60^ also involves Meis factors.

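The triple sharing was examined at the 618 Tbx5-Hoxc10 regions of Supplementary Data 4, which were chosen without regard to Meis. An FL Meis summit lay within 100 bp of the middle of 494 of them (79.9%, 95% Wilson interval 76.6 to 82.9%). After 1000 shifts of the FL summits around each chromosome, the median share was 0.162% and the highest 0.971%. The shifts stand for random placement only, and they do not test an excess over the pairwise overlaps. An overlap of at least 1 bp with an FL peak was found for 88.7% of the regions (85.9 to 90.9%), while FL peaks with q at most 0.05 had a summit within 100 bp in 61.8% (57.9 to 65.6%). HL Meis summits lay within 100 bp of 64.2% of the regions (60.4 to 67.9%). The same position was listed in both the Meis-Hoxc10 and the Tbx5-Hoxc10 lists for 481 regions. That is 77.8% of the Tbx5-Hoxc10 regions (74.4 to 80.9%) and 54.4% of the Meis-Hoxc10 regions (51.1 to 57.7%). Of all 1611 Hoxc10 sites that the paper reports, the Meis-Hoxc10 regions make up 54.9% (52.4 to 57.3%). Meis was thus listed at a larger share of the Hoxc10 sites shared with Tbx5 than of all Hoxc10 sites. From the higher frequency of sites common to Tbx5, Hoxc10 and Meis than the pairwise overlaps predict, the paper proposes that the interaction between Tbx5 and Hox proteins also involves Meis factors.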

### Regulatory regions bound by Meis, Tbx, and Hox factors are required for *Fgf10* expression in the early limb bud

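The start of Fgf10 lies at 119503506 on chromosome 13 of mm9, and 5 FL peaks and 4 HL peaks were found within 100 kb of it. The highest was in the gene, from 119510457 to 119511045 in FLs (summit 7.26 kb downstream of the start) with a fold of 13.1 (q = 4.47e-26, rank 56 of all FL peaks by fold) and from 119510477 to 119510963 in HLs (summit 7.21 kb downstream) with a fold of 9.92 (q = 2.89e-18, rank 68). A weaker pair of overlapping peaks lay further into the gene. There the FL peak, from 119524598 to 119524838, had a fold of 3.08 and did not pass the q cutoff (q = 0.265), and the HL peak, from 119524497 to 119524813, had a fold of 4.55 (q = 0.00806). Of the remaining FL peaks, those 15.9 kb upstream and 85.7 kb downstream each had a fold of 4.12 (q = 0.0206) and no HL peak over them. In the rows used, Supplementary Data 4 lists Meis-Tbx5 regions at both intragenic places, with their middles 7.21 and 21.2 kb downstream of the start. Within 400 kb of Fgf10 it lists 0 Meis-Hoxc10 regions and 0 Tbx5-Hoxc10 regions.
Lef1 starts at 130813389 on chromosome 3. A peak 243 kb upstream, from 130569980 to 130570598 in FLs, had a fold of 4.98 (q = 0.000321), and the HL peak over it had a fold of 4.36 (q = 0.000556). At 373 kb upstream, an HL peak had a fold of 3.98 (q = 0.0475) and the FL peak over it had a fold of 2.54 (q = 1). An FL peak 26.9 kb downstream of the start had a fold of 4.89 (q = 0.000751), and no HL peak overlapped it. Meis-Tbx5 regions are listed at all 3 of these places. A region from 130570213 to 130570413, under the peak 243 kb upstream, is in both the Meis-Hoxc10 and the Tbx5-Hoxc10 lists. Its middle is 55 bp from an FL summit and 70 bp from an HL summit. This HL summit, at 130570383, had a fold of 2.60 and did not pass the q cutoff. The HL fold of 4.36 belongs to another summit of that peak, at 130570091.

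**Figure D3:**
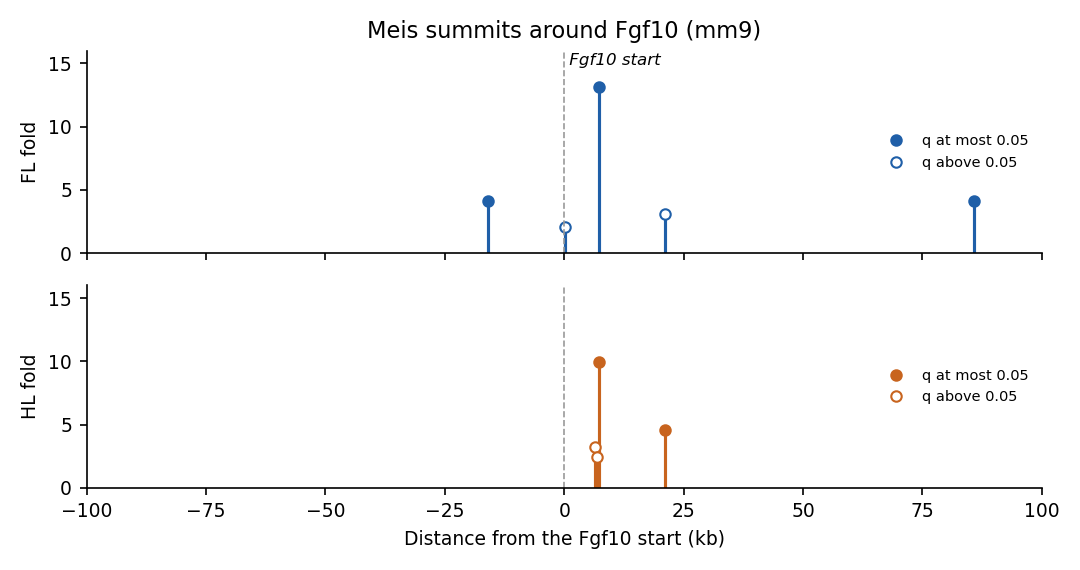
Fold enrichment over input of every Meis summit within 100 kb of the Fgf10 start (mm9), in FLs (blue, top) and HLs (orange, bottom), against the distance from the start in kb. Filled circles have a q of at most 0.05 and open circles a higher q; the summits 7.26 kb (FL) and 7.21 kb (HL) downstream stand highest, with folds of 13.1 and 9.92.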

Interestingly, Meis–Tbx5 and Meis–Tbx5–Hoxc10 shared binding sites were detected in the vicinity of *Fgf10* and *Lef1*, two of the putative common direct targets of Meis and Tbx essential for limb induction (Fig. 5c). To study the function of the putative regulatory regions identified by the binding of Meis, Tbx5, and Hoxc10 to the *Fgf10* locus, we performed CRISPR/Cas9-mediated targeted deletions in mouse zygotes. Two independent 0.4 kb deletions located in intron 1 were generated. 

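The guides used for the Fgf10 deletions each matched a single place in GRCm38, a later mouse genome than the mm9 of the peak lists. Cas9 is taken to cut 3 bp from the PAM, so the segments given are predicted ones, and the sequences of the mutant alleles were not analysed here. The segment between the guides of the more 5′ deletion runs from 118721725 to 118722158 on chromosome 13 (434 bp), which is 7.03 to 7.46 kb downstream of the start of transcript Fgf10-201 at 118714699. The more 3′ segment runs from 118735636 to 118736043 (408 bp), 20.9 to 21.3 kb downstream of that start. Both lie in intron 1, which extends from 118715712 to 118781505 and holds no coding sequence. No position was converted between builds, and the segments are compared with the Meis peaks only by the distance from the Fgf10 start in each genome. By that measure, the more 5′ segment covers the FL and HL summits with the highest folds at the locus, and the more 3′ segment covers the weaker summits of both limbs.
The hexamer TGACAG, taken here as the Meis-only binding sequence, occurs 2 times in the more 5′ segment. On the plus strand it lies at 118722039 to 118722044, in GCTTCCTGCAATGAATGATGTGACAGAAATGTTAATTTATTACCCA, and on the minus strand at 118721969 to 118721974, where the plus strand reads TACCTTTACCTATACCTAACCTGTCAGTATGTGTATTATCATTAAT. The octamers TGATTTAT and TGATTGAT were taken as Hox-Pbx binding sequences. The same segment has 1 of them, TGATTTAT on the minus strand at 118721774 to 118721781, where the plus strand reads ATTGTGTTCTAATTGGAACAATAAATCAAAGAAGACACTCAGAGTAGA. The more 3′ segment has 0 exact matches to the hexamer and 0 to either octamer. Exact matches were searched on both strands of the reference only, and no background rate was estimated for segments of this length.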

The more 5′ deleted region (5′−0.4∆) contains Meis, Tbx5 and Hoxc10-binding sites, whereas the more 3′ deleted region (3′−0.4∆) contains only Meis and Tbx5-binding sites. We also generated a 14.5 kb deletion (14.5∆) that includes both 0.4 kb deletions and the region between them (Fig. 5c). Homozygosity for either 5′−0.4∆ or 14.5∆ resulted in lower expression of *Fgf10* mRNA in E9.5 FL buds (*N* = 12/12 and 8/8, respectively) (Fig. 6a, solid arrowheads). Homozygosity for 3′−0.4∆ also resulted in lower *Fgf10* expression in the posterior FL bud region and complete elimination of *Fgf10* expression in the anterior FL bud region (*N* = 10/10) (Fig. 6a, empty arrowhead). Downregulation of *Fgf10* expression in FLs was confirmed by qPCR (Fig. 6b).

**Fig. 6:**
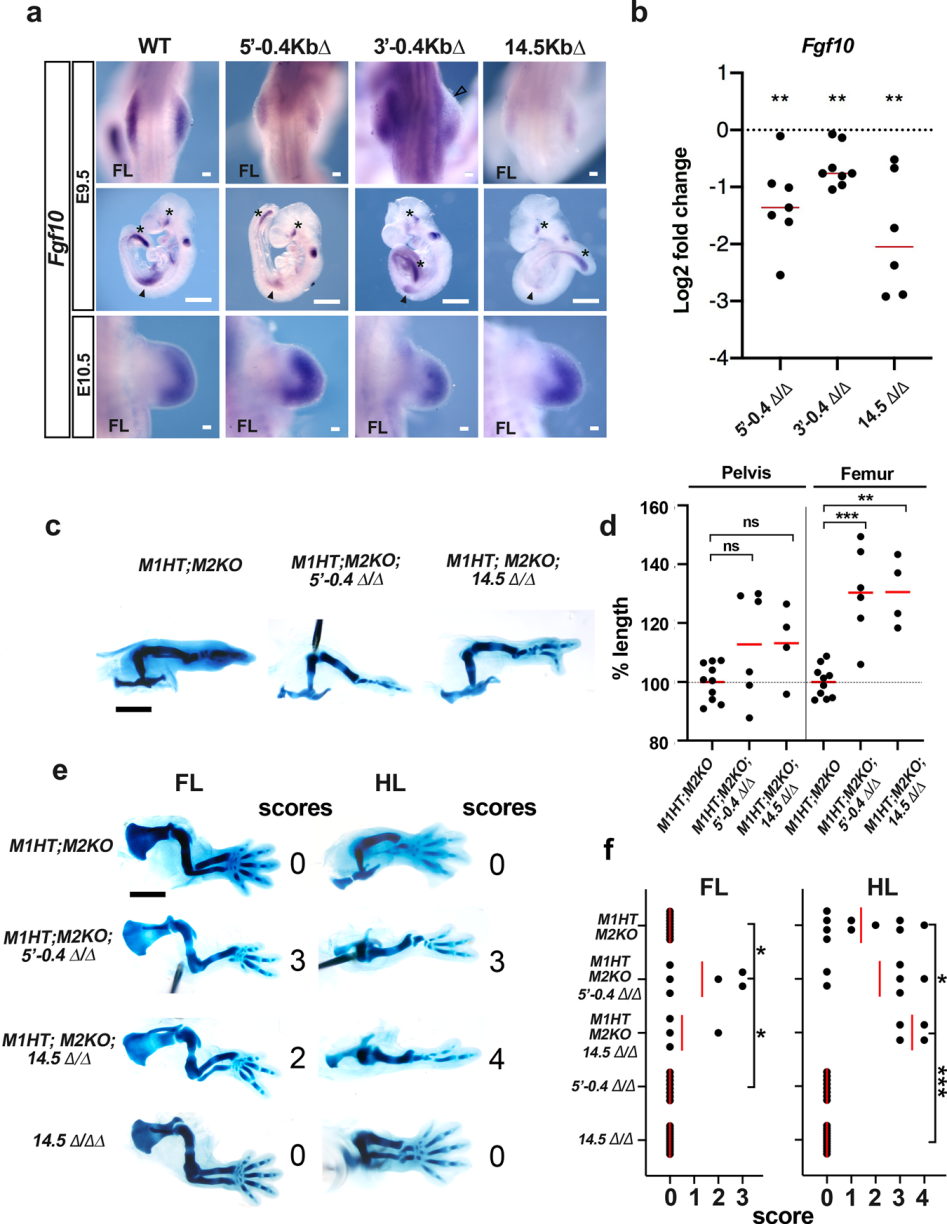
Regulatory elements bound by Meis, Tbx, and Hox factors control Fgf10 expression at limb initiation. **a** *Fgf10* expression at E9.5 and E10.5 in embryos with the CRISPR/Cas9-mediated-targeted *Meis* deletions indicated in **c**. Solid arrowheads indicate *Fgf10* expression domain in FLs. Asterisks indicate non-limb *Fgf10* expression domains. Empty arrowhead indicates the specific absence of *Fgf10* expression in the anterior limb bud. Limbs analyzed: *N* = 12 for 5′−0.4∆, *N* = 10 for 3′−0.4∆, and *N* = 8 for 14.5∆. Scale bars = 100 μm in FLs and 1000 μm in whole embryos. **b** Quantitative RT-PCR showing a reduction of *Fgf10* transcripts in E9.5 FL buds of embryos with the indicated regulatory region deletions. Limbs analyzed: For 5′−0.4∆, *N* = 7; For 3′−0.4∆, *N* = 8. For 14.5∆, *N* = 6. Two-tailed, one-sample *t*-test. Exact *p*-values from left to right: 0.0037; 0.0013; 0.0081 respectively. Red bars represent median values. **c** Examples of limb skeletons of genetic combinations between Meis mutants and *Fgf10* regulatory region deletions. Scale bar = 1000 μm. **d** Comparison of pelvis and femur length in genetic combinations of Meis mutants and *Fgf10* regulatory region deletions. Two-tailed, unpaired Mann–Whitney test. Limbs analyzed: M1HTM2KO *N* = 10; M1HTM2KO;5′−0.4∆, *N* = 6; M1HTM2KO;14.5∆, *N* = 4. Exact *p*-values from left to right: 0.3132; 0.0759; 0.0019; 0.0020. Red bars represent mean values. **e** Examples of limb skeletons of genetic combinations between Meis mutants and *Fgf10* regulatory region deletions, showing the limb AP axis. Scale bar = 1000 μm. **f** Scoring of skeletal element loss in the genetic combinations of Meis mutants and *Fgf10* regulatory region deletions shown in **c**. Loss of each skeletal element (fibula or digit) scores 1. Embryos analyzed: M1HTM2KO *N* = 10; M1HTM2KO;5′−0.4∆, *N* = 6; M1HTM2KO;14.5∆, *N* = 4; 14.5∆ *N* = 12; 5′−0.4∆, *N* = 8. Two-tailed, unpaired Mann–Whitney test. Exact *p*-values from top to down and left to right: 0.0357; 0.0245; 0.0360; 0.0005. Red bars represent mean values. ns, non-significant; *p < 0.05, **p < 0.01, ***p < 0.001. Statistics were not adjusted for multiple comparisons. Source data are provided as a Source Data file. Source images are available at Mendeley Data^80^ [https://data.mendeley.com/datasets/r774bxyf8d/2].

In 5′−0.4∆ and 3′−0.4∆, the lower expression is specifically detected in limb buds and does not affect other embryonic regions, such as the eye or tail expression domains (Fig. 6a, asterisks). In 14.5∆ embryos, in contrast, these regions might also show a reduction in *Fgf10* expression. The observed reduction in expression was transient and by E10.5 *Fgf10* expression recovered in embryos homozygous for the different deletions and limb outgrowth progressed normally (Fig. 6a).

While these results showed that the characterized enhancers were not essential for limb development, they also suggested that their absence would represent a background sensitized to the loss of transcription factors involved in their regulation. To study this possibility, we generated stable mouse lines for the 5′−0.4∆ and 14.5∆ deletions and studied their synergistic interactions with Meis mutations. For this purpose, we generated M1HT;M2KO; 5′−0.4∆ and M1HT;M2KO; 14.5∆ embryos and compared their phenotypes to M1HT;M2KO embryos (Fig. 6c–f). The combined Meis and FGF-enhancer mutants displayed stronger defects than Meis mutants alone, demonstrating a positive functional interaction. Increased incidences of fibula and digit loss were found in the compound mutants (Fig. 6e). In order to quantify these defects, a score was used that assigns each missing element 1 point (i.e., fibula and two digits lost = 3 points). As shown in the graph, both 5′−0.4∆ and 14.5∆ deletions significantly worsen the limb phenotypes of M1HT;M2KO animals, despite they do not produce any defect in isolation (Fig. 6f). These results indicate that in a Meis loss-of-function background, the identified *Fgf10* regulatory regions become functionally relevant.

Regarding the length of skeletal elements, unexpectedly, the introduction of the *Fgf10* regulatory region deletions resulted in the rescue of the stylopod length, normally reduced in M1HT;M2KO animals. The stylopod length is increased around 25% by either the 5′−0.4∆ or the 14.5∆ deletions (Fig. 6c, d). These results suggest that proximal defects due to Meis impairment can be rescued by reducing distal Fgf signaling, an observation that aligns with the idea of opposing proximal and distal pathways in PD limb patterning^31,33^.

These results identify roles for the characterized sequences in regulating early *Fgf10* expression and show complex interactions between them. Meis, Tbx, and Hox transcription factors thus converge in the regulation of the Wnt and Fgf pathways during limb initiation.

### Meis activity is essential for limb-bud AP prepatterning

We next investigated the molecular basis of the defects in AP patterning. *Shh* mRNA expression in M1HT;M2KO FLs and HLs was either strongly reduced (*N* = 4/4 FLs and 1/3 HLs), absent (*N* = 2/4 HLs) or misplaced (*N* = 1/4 HLs) (Fig. 7a), which is sufficient to explain the observed AP phenotypes. Correlating with the absence of Shh, the direct Shh activation target *Ptch1*^61^ was downregulated in the mutants (4/4). In addition, expression of the Shh-repressed factor *Cdon*, normally restricted to anterior limb-bud regions^62^, extended toward the posterior limb region (4/4) (Fig. 7a).

**Fig. 7:**
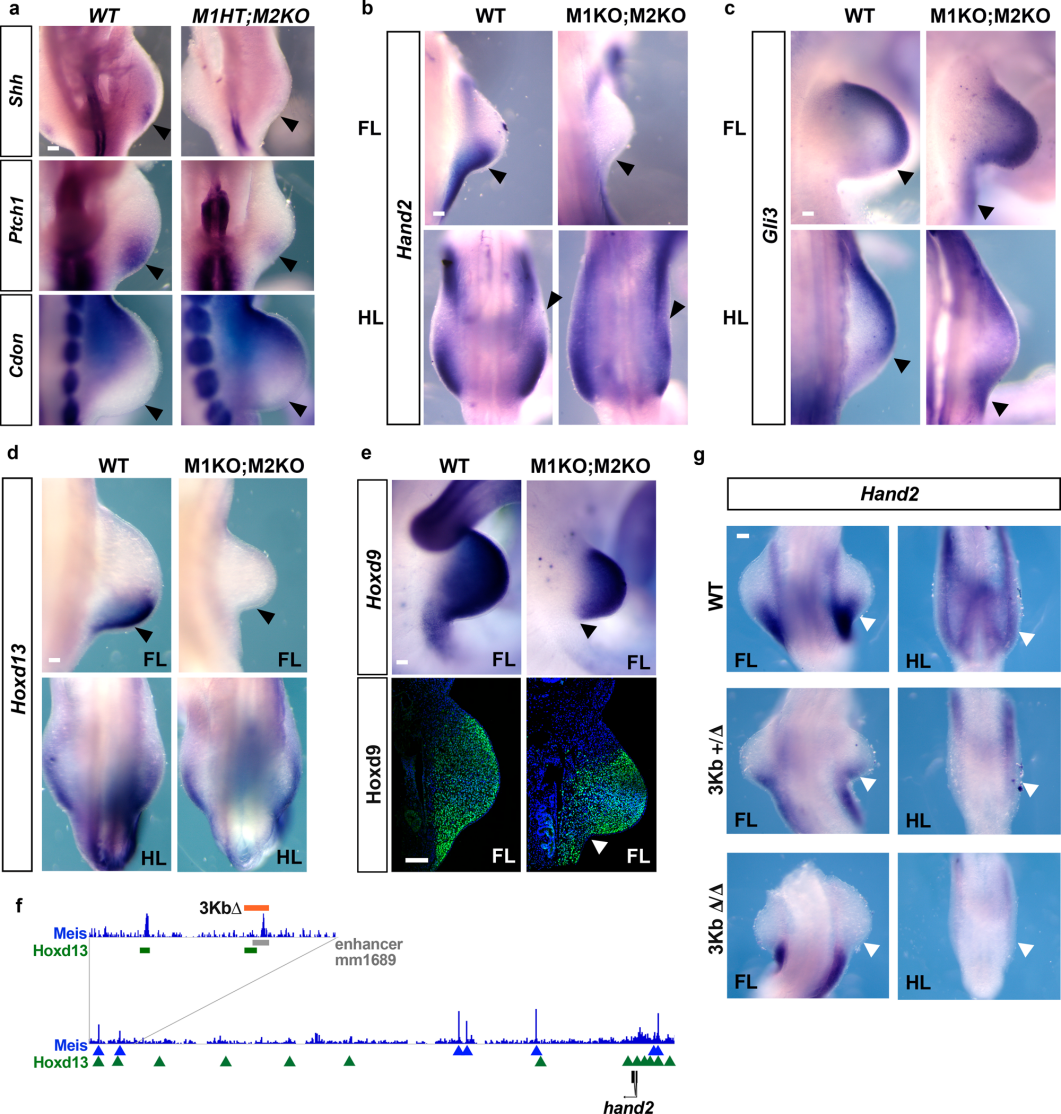
Meis function in limb-bud AP prepatterning. **a** Whole-mount in situ hybridization analysis of *Shh* and its targets *Cdon* and *Patched1* (*Ptch1*) in WT and M1HT;M2KO HLs at E10. Limbs analyzed: *N* = 4, *N* = 4, and *N* = 2, respectively. Whole-mount in situ hybridization analysis of the expression of *Hand2* (**b**) (*N* = 6 FLs and *N* = 6 HLs), *Gli3* (**c**) (*N* = 2 FLs and *N* = 2 HLs), *Hoxd13* (**d**) (*N* = 8 FLs and *N* = 8 HLs) and *Hoxd9* (**e**, upper panels) (*N* = 4 FLs) at E10.5 in WT and M1KO;M2KO FLs and HLs. Scale bars = 100 μm. (**e** lower panels) HOXD9 immunofluorescence in E10.5 FLs (*N* = 3 FLs). Scale bar = 100 μm. **f** Map of the Hand2 locus with its regulatory regions and ChIP-seq signal for Meis and HOXD13^64^. The position of the mm1689 enhancer (gray bar), the associated Meis and HOXD13-binding sites (blue peaks and green bar, respectively), and the 3 kb region deleted (orange bar) are shown in a zoomed region. **g** Whole-mount in situ hybridization analysis of *Hand2* at E10 in embryos carrying the 3 kb regulatory region deletion (*N* = 4 homozygous FLs and HLs and *N* = 4 heterozygous FLs and HLs). Arrowheads point to protein or gene expression downregulation. Source images are available at Mendeley Data^80^ [https://data.mendeley.com/datasets/r774bxyf8d/2].

We next investigated upstream *Shh* regulators. These include Gli3 and Hand2, whose antagonism establishes an AP prepatterning required for *Shh* activation. In M1KO;M2KO mutant FLs, *Hand2* expression was lost or very reduced (6/6), while *Gli3* expression, normally confined to the anterior part of the limb bud, extended posteriorly (2/2) (Fig. 7b, c). Strikingly, *Hand2* expression in mutant HLs was not repressed but instead extended across the whole HL bud AP axis (4/6). This was accompanied by the presence of low, homogeneous *Gli3* expression across the HL bud AP axis (2/2) (Fig. 7b, c). Thus, although AP polarization was altered in both FLs and HLs, the specific alterations in each of them were different.

Different phases of Hox expression have been implicated in the generation of the limb AP prepattern and subsequent *Shh* activation. *Hoxd10-13* genes are required for *Hand2* activation and cooperate with Hand2 in direct *Shh* activation^18,19,22,23^.

Although in late-stage wild-type limb buds *Hoxd13* is confined distally, at early stages it is found in the posterior limb bud, in agreement with its role in regulating *Hand2* and *Shh* expression. In M1KO;M2KO FLs, *Hoxd13* expression was either absent (4/8) or strongly reduced (4/8) (Fig. 7d). In contrast, M1KO;M2KO HLs showed only very subtle downregulation (8/8). These observations highlight the different mechanisms underlying Meis function and AP limb prepatterning in FLs and HLs. Before *Hoxd10-13* is activated in the limb bud, *Hox9* paralog group activity is required in the lateral plate to establish the limb field AP polarity^13^. At the limb-bud initiation phase, *Hoxd9* expression extends posteriorly from the limb bud into the lateral plate. This extended expression is not observed in the anterior part of the limb bud, where there is a sharp border of *Hoxd9* expression. In M1KO;M2KO mutants, the extended posterior expression was not observed in FLs (3/4) (Fig. 7e). Instead, the posterior region of limb buds displayed a sharp border of *Hoxd9* expression, producing a symmetrical expression domain along the AP axis. This can also be observed by Hox9 immunofluorescence (Fig. 7e, white arrowhead; *N* = 3/3).

These results show that Meis is required for *Shh* activation through its role in regulating genes involved in AP limb prepatterning, including *Gli3*, *Hand2*, and 5′ *Hoxd* genes. The ChIP-seq results support a direct regulatory role for Meis in some of these interactions. Meis-binding sites were detected in the vicinity of *Hand2*, *Ptch1*, and the *HoxD* complex (Supplementary Fig. 4). 

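The Hand2 start is at 59799780 on chromosome 8 of mm9. Within 100 kb of it there were 7 FL peaks, 3 with q at most 0.05, and 7 HL peaks, 1 with such a q. The highest FL peak, from 59733438 to 59733785 and 66.2 kb upstream of the start, had a fold of 7.48 (q = 1.27e-09), while the HL peak over it had a fold of 2.60 (q = 1). The highest HL peak, from 59813066 to 59813308 and 13.4 kb downstream, had a fold of 4.35 (q = 0.00255), and the FL peak over it had a fold of 3.95 (q = 0.00488). With a single library per limb, none of these differences between FLs and HLs could be set against replicate error.
The position of Ptch1 in mm9 was not obtained. In GRCm38, Ptch1 lies at 63508328 to 63573598 on chromosome 13, next to Fancc and on the near side of Ercc6l2, so peaks were looked up in mm9 on the Ptch1 side of the Fancc start at 63533032. The first 100 kb held 2 FL peaks and 1 HL peak, all with a q of 1. Up to 400 kb there were 8 FL peaks and 3 HL peaks, and the highest lay 197 kb from the Fancc start. It ran from 63729867 to 63730624 in FLs with a fold of 6.95 (q = 1.35e-08) and from 63730096 to 63730425 in HLs with a fold of 3.57 (q = 0.386). In GRCm38 the start of Ptch1, which lies on the minus strand, is 76.3 kb from the Fancc start in the same direction, so by distance within each build the peak lies upstream of Ptch1.
For the HoxD complex, the span from the Evx2 start to the Mtx2 start with 100 kb on either side held 21 FL peaks and 27 HL peaks, of which 8 and 7 had a q of at most 0.05.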

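Between the starts of Evx2 (74497614) and Hoxd12 (74512986) on chromosome 2 of mm9, the interval that holds Hoxd13, a single FL Meis peak was called, from 74507825 to 74509469. It held 2 summits, the higher with a fold of 11.6 over input, a −log10 p of 75.5 and a q of 9.03e-69. By fold it was 83rd of the FL peaks, within the highest 0.389%, and by p it was 2nd. The start of Hoxd13 itself in mm9 was not obtained, so the peak is assigned by its place between these neighbours.

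**Figure D4:**
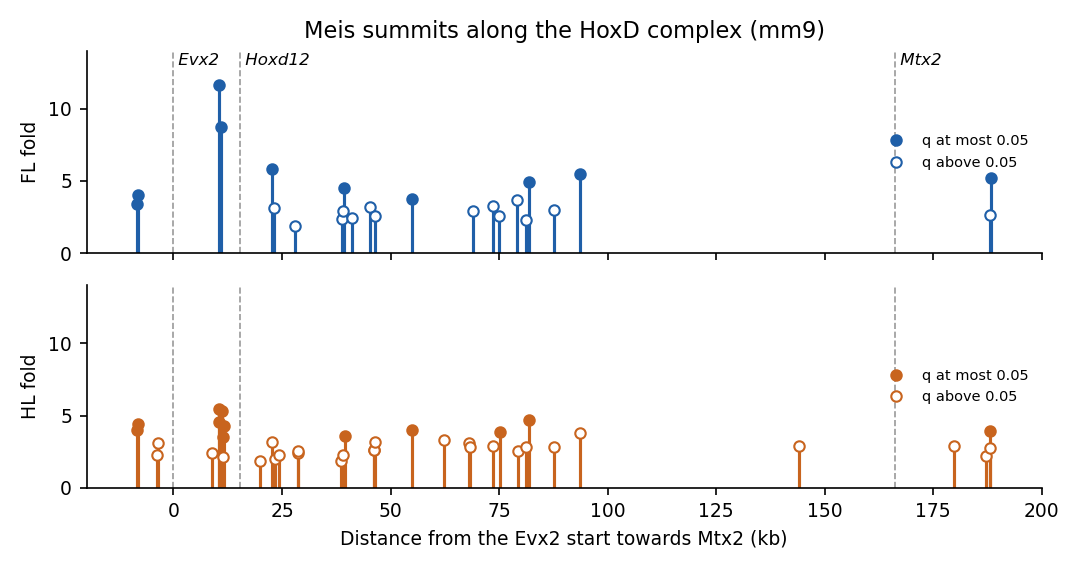
Fold enrichment over input of every Meis summit from 20 kb before to 200 kb after the Evx2 start (mm9), in FLs (blue, top) and HLs (orange, bottom), against the distance from that start in kb. Dashed lines mark the Evx2, Hoxd12 and Mtx2 starts, filled circles have a q of at most 0.05 and open circles a higher q; the summits between Evx2 and Hoxd12 are the highest of the interval in both limbs, with folds of up to 11.6 in FLs and 5.45 in HLs.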

A very prominent Meis peak is detected in *Hoxd13*, which represents the only reported instance of Meis-binding 5′ to the *Hox9* paralog position in any Hox complex. This interaction is specific to limb buds, since it was not detected in E11.5 whole-trunk tissues^24^; moreover, it is stronger in FLs, which correlates with the exclusive dependence of *Hoxd13* expression on Meis in FLs (Fig. 7d).

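The HL peak at the same place, from 74507858 to 74509410, was split into 6 summits and had a highest fold of 5.45 and a lowest q of 4.30e-12. It was 572nd of the HL peaks by fold (within the highest 3.37%) and 164th by p. The log2 ratio of the FL to the HL fold was 1.09. Folds in FLs were somewhat higher in general, with a median log2 ratio of 0.17 over all 4813 shared peaks (95% interval of the median 0.15 to 0.19) and of 0.16 (0.13 to 0.20) over the 1201 shared peaks with q at most 0.05 in both limbs. Among these 1201, the FL fold was the higher at 740, and 53, the Hoxd13 peak included, had a log2 ratio of at least that of Hoxd13, which places it at percentile 95.6 (95% Wilson interval 94.3 to 96.6). Among all 4813 shared peaks, 279 had a ratio as high and its percentile was 94.2 (93.5 to 94.8). Each fold is relative to the input of its own limb, and the ratio has no replicate error. Binding in E11.5 trunk tissue was not analysed here. The paper states that the stronger binding in FLs correlates with the dependence of Hoxd13 expression on Meis in FLs alone.

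**Figure D5:**
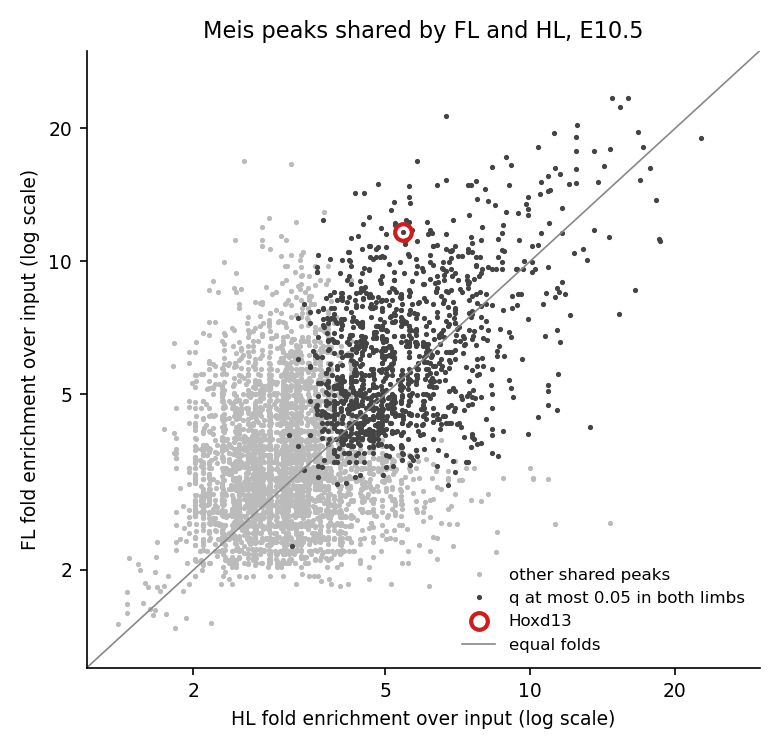
Fold enrichment over input in FLs against that in HLs, both on log scales, for the 4813 Meis peaks shared by both limbs. Grey dots are shared peaks with q above 0.05 in at least 1 limb, dark dots have q at most 0.05 in both, the red circle marks the Hoxd13 peak (11.6 in FLs, 5.45 in HLs), and the line marks equal folds.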

Another hint pointing to a relevant Meis–Hoxa13–Hand2 interaction is that the described *Hand2* limb enhancer mm1689^63^ overlaps with Meis and Hoxd13^64^-binding sites (Fig. 6f). To study the functionality of this enhancer during limb AP patterning, we used the CRISPR–Cas9 system to delete a 3-kb region comprising the *Hand2* enhancer, Meis, and Hoxd13-binding sites (Fig. 7f). 

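Both guides of the Hand2 deletion matched a single place in GRCm38, and the segment between their predicted cuts runs from 56982045 to 56984940 on chromosome 8 (2896 bp), 339 to 336 kb upstream of the start of transcript Hand2-201 at 57320983. The segment lies outside the Hand2 transcript. In mm9, Meis peaks were found 337 kb upstream of the Hand2 start in both limbs, from 59462918 to 59463097 in FLs with a fold of 2.49 (q = 1) and from 59462807 to 59462991 in HLs with a fold of 3.15 (q = 0.925). By its distance from the gene start in its own genome, this pair of peaks falls within the segment, with no position converted between builds. Supplementary Data 4 also lists a Meis-Tbx5 region there, from 59462836 to 59463036. The highest Meis peak of the surroundings was 358 kb upstream, outside the segment by the same measure. It ran from 59440977 to 59441753 in FLs with a fold of 20.4 (q = 2.22e-51, rank 5 of all FL peaks) and from 59440995 to 59441736 in HLs with a fold of 12.5 (q = 6.22e-25, rank 23). The segment has 1 exact match to the hexamer TGACAG, on the minus strand at 56982592 to 56982597 of GRCm38, where the plus strand reads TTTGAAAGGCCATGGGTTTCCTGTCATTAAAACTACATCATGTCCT, and 0 matches to TGATTTAT or TGATTGAT. The limits of enhancer mm1689 and the Hoxd13 binding sites were not examined here.

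**Figure D6:**
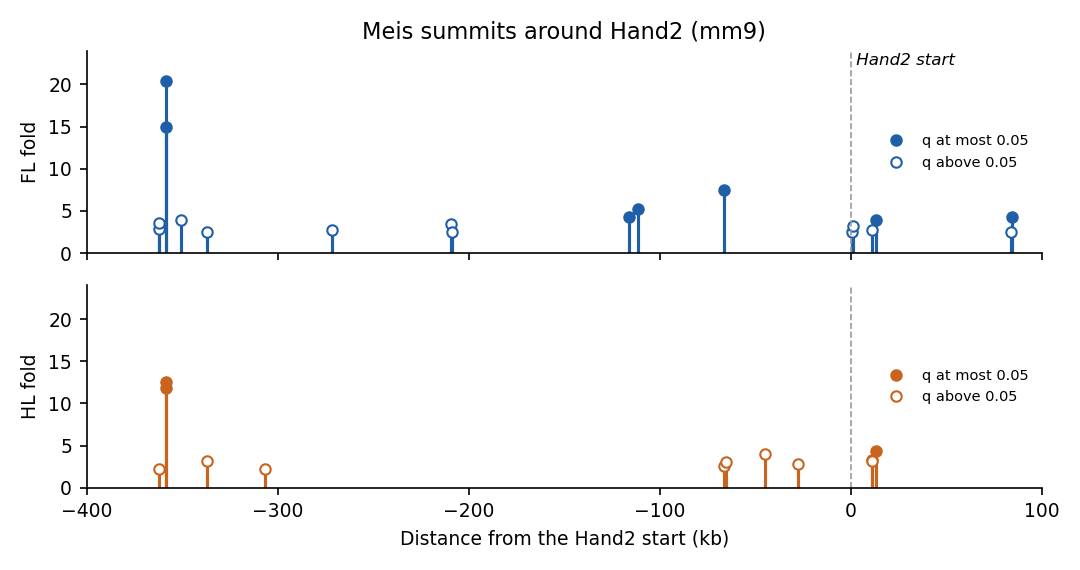
Fold enrichment over input of every Meis summit from 400 kb upstream to 100 kb downstream of the Hand2 start (mm9), in FLs (blue, top) and HLs (orange, bottom), against the distance from the start in kb. Filled circles have a q of at most 0.05 and open circles a higher q; the summits 358 kb upstream are the highest in both limbs, with folds of 20.4 and 12.5.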

Heterozygosity for this deletion resulted in limb-specific *Hand2* downregulation (*N* = 2/4 in both FLs and HLs), whereas homozygosity led to limb-specific complete absence of *Hand2* expression (*N* = 4/4 in both FLs and HLs) (Fig. 7g).

In contrast to these observations, Meis binds neither the *Shh* locus, nor the ZPA regulatory sequence (ZRS), essential for *Shh* activation (Supplementary Data 1). This is unexpected, given that the ZRS is bound by Pbx and Hox factors^19^. Our results thus indicate that Meis contributes to forelimb AP patterning through its involvement in establishing *Hand2* and *Hox* gene expression.

## Discussion

Here, we used a conditional targeting approach to study the effect of complete *Meis* loss-of-function on early limb bud development. *Meis1* and *Meis2* double knockout embryos are limbless, with rudimentary or absent appendicular chondrogenic condensations. Consistent with these phenotypes, *Fgf10* and *Lef1* are severely downregulated or lost. Similar limbless phenotypes were reported for *Fgf10* knockouts^6,8^ and *Lef-1*/*Tcf* double knockouts^65^, although the phenotypes were slightly less severe in HLs. This possibly reflects the action of Meis upstream of both *Fgf10* and *Lef1*. In contrast, in FLs the phenotypes of *Lef-1*/*Tcf* mutant are more severe than those of Meis mutants, very likely reflecting the incomplete recombination driven by *HoxB6CreER* in FLs. The strong phenotype observed suggests that no other related transcription factor can compensate Meis function in limb development, despite the overactivation of related factors, like *Pknox2*.

The limb-bud ChIP-seq analysis identified previously known Meis DNA-binding motifs, but also detected Tbx-binding motifs and a putative Meis–Tbx compound motif, suggesting that these transcription factors cooperate in limb development. Interestingly, enrichment of Meis motifs in Tbx5 genomic-binding sites was reported in a ChIP-seq analysis of Tbx5 during cardiac differentiation^66^. In limb buds, Tbx5 genomic-binding sites^59^ overlap with ~1/3 of Meis-binding sites, suggesting strong cooperation between these two transcription factor families. We found binding sites shared by Meis and Tbx5 in the enhancers of *Fgf10* and *Lef1*, both of which are critical genes for limb induction and depend on Meis activity for their expression. Confirming the enhancer function of Tbx5/Meis-bound elements in *Fgf10*, deletion of these sites impaired *Fgf10* expression in limb buds at the limb initiation step. Nonetheless, the impairment observed was incomplete and transient, not producing any further alterations of limb patterning. The combination of enhancer deletion with Meis deletion, however, did enhance the skeletal defects, demonstrating the functional relevance of these regulatory sequences. These observations suggest that additional Meis-target sequences should be involved and that compensatory cis-mechanisms restore normal levels of *Fgf10* expression in the isolated enhancer deletions. One possibility is that the feedback activation of *Fgf10* by AER-Fgfs depends on different regulatory elements than those used by Meis/Tbx to initially activate it.

Interestingly, not only are Hox proteins not excluded from the Meis–Tbx interaction, but Hox participation seems to promote it, since Meis–Tbx interactions were much more frequent within Hoxc10-binding sites. These results suggest that Tbx, Hox, and Meis cooperate in organ patterning. This cooperation may be relevant to other organs, such as the heart, where Meis1 and Meis2, anterior Hox genes, and Tbx5 are co-expressed in the posterior heart field^67^.

Meis genes are essential not only for limb initiation but also for establishing AP prepatterning and Shh induction. *Hand2* and *Hoxd13*, both required for *Shh* transcriptional activity, were not expressed in FLs of Meis double KO embryos, providing a sufficient explanation for failed *Shh* activation. While Meis double KO HLs also fail to activate Shh and show alterations in the expression of prepatterning genes, such as *Hand2* and *Gli3*, the specific regulatory interactions here remain to be further studied. Meis-binding sites were found in the *Hand2* and *Hoxd13* loci, suggesting direct regulation of both. Meis binding to *Hoxd13* is an exception to the profile of Meis binding to Hox complexes. In a previous ChIP-seq analysis of E11.5 embryonic trunk, dense Meis binding was detected in Hox complex regions containing paralogs 1–9, but not to those containing paralogs 10 to 13^24^. 

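Meis peaks of limb buds were counted along the Hox complexes between gene starts that could be placed in mm9. From Hoxa9 to Evx1 (86.1 kb), the part with Hoxa10, Hoxa11 and Hoxa13, there were 6 FL peaks and 4 HL peaks, 0 of them with q at most 0.05, and the highest folds were 3.24 and 2.48. The HoxB part from Hoxb1 to Hoxb5 (63.2 kb) held 38 FL peaks and 23 HL peaks, 7 and 9 with such a q, with folds of up to 10.2 and 7.88. Between Hoxc5 and Hoxc4 (20.6 kb) there were 3 FL peaks and 4 HL peaks, of which 2 in each limb passed the q cutoff, with folds of up to 10.9 and 10.4. The 5′ parts of HoxB and HoxC could not be placed and were not counted. In HoxD, the 15.4 kb between Evx2 and Hoxd12 held the FL peak in Hoxd13 and, in HLs, the peak over it and 1 other with a fold of 2.44 (q = 1). From Hoxd12 to Mtx2 (151 kb), 16 FL peaks and 20 HL peaks were called, 5 and 4 with q at most 0.05. The highest FL peak of that part, from 74520131 to 74520551 on chromosome 2, had a fold of 5.84 (q = 2.64e-07), and the HL peak over it had a fold of 3.15 (q = 1).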

We found the same result in limb buds for all complexes except for *HoxD*, where we detected a very high scoring peak in *Hoxd13*. This Meis-binding site was also detected in HLs, but with a much lower score. 

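MACS2 gave the peak in Hoxd13 a score of 755 in FLs and 165 in HLs. The score follows −log10 p, which was 75.5 in FLs and 16.5 in HLs, and a p-value depends on the reads of a library as well as on the enrichment. Scores of different libraries are therefore not on a common scale.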

Interestingly, while *Hoxd13* expression was completely missing in mutant FLs, it was unchanged in mutant HLs. These results indicate a strong correlation between Meis binding and posterior limb-bud *Hoxd13* expression. Interestingly, Hoxd13 binds to *Meis1* and *Meis2* loci in E11.5 limbs, suggesting a reciprocal regulation^15^. Interaction of Meis with Hox paralog group 13 is expected not to be cooperative but rather antagonic during limb PD patterning^31,68^; however, during AP patterning, 5′ *HoxD* and Meis gene expression show considerable overlap. Interestingly, Meis and paralog group 13 proteins interact directly, suggesting that they could cooperate in regulating downstream targets^50^. The enrichment of Meis genomic-binding sites for compound Meis–Hox13 DNA motifs, further suggests cooperation between these transcription factors in limb development. A plausible scenario is that Meis activates *Hoxd13* and then cooperates with Hoxd13 protein in regulating downstream targets during early AP patterning. This idea is supported by the extensive co-binding of these factors identified by Hoxd13 ChIP-seq in E11.5 FLs^64^ and by the Meis ChIP-seq presented here in E10.5 FLs. In support of this view, deletion of a Hand2 enhancer that contains Hoxd13 and Meis-binding sites, specifically abolishes Hand2 limb-bud expression. While this cooperation may operate at the early stages of AP patterning, it would not occur at later stages, when Meis is excluded from the distal limb. While here we studied *Hoxd13* in this context, the single elimination of *Hoxd13* does not affect *Shh* activation, which is only affected by the removal of genes *Hoxd10* to *Hoxd13*^22^. The proposed role for Hoxd13 is therefore likely redundant with other HoxD 5′ genes.

A restriction of the AP patterning role of Meis to the limb initiation phase is supported by parallel experiments using Cre drivers that eliminate Meis function after limb induction^31^. These experiments showed a very strong disruption of PD development in *Meis1/2* double KO limbs but no alteration in AP patterning^31^.

The PD and AP phenotypes of *Meis1/2* double KO limbs are consistent with those produced by mutations of the Meis partners *Pbx1* and *Pbx2*^19^. Complete elimination of *Pbx1/2* leads to limb agenesis, and elimination of three of the four *Pbx* alleles results in the reduction of proximal elements and absence of *Shh* expression. While cooperation between Meis and Pbx would be the most straightforward interpretation of these results, Pbx factors were found to directly regulate *Shh* transcription^19^, whereas here we found no direct interaction of Meis proteins with the *Shh* locus. Thus, while Meis and Pbx might cooperate during limb induction and PD patterning, they seem to have different roles during limb AP patterning.

Our results identify roles for Meis transcription factors in limb development and identify their involvement in pathways essential for limb development (Fig. 8). During limb initiation, Meis factors are essential to induce *Fgf10* and *Lef1* expression (Fig. 8a). This function is similar to that previously described for Tbx factors. Meis, Tbx, and Hox factors co-bind to several regulatory elements of these limb initiation genes. Fgf10 regulatory loop with AER-Fgfs ensures correct limb initiation. This mechanism is shared between FL and HL. Concerning AP patterning, Meis is required in the FL for *Hoxd9* and *Hoxd13* expression in the posterior region of the limb bud (Fig. 8b). The restricted expression of 5′ *HoxD* factors establishes the limb AP prepatterning through *Hand2* activation. Meis also binds directly *Hand2* enhancers essential to regulate its expression. Meis is thus directly or indirectly involved in several steps of limb AP prepatterning essential for *Shh* activation. This coordinated regulation leads to *Shh* posterior activation and reciprocal Gli3 expression, establishing AP limb patterning (Fig. 8b). While the outcome of Meis elimination is similar in the HL—failure to activate Shh—the specific regulatory interaction in the HL is different and will require further study.

**Fig. 8:**
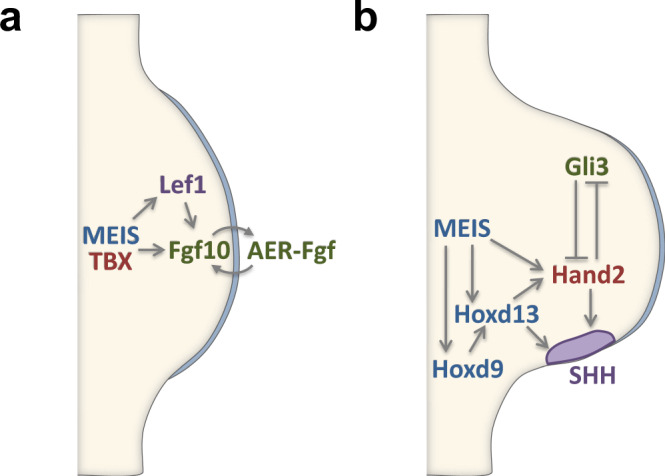
Proposed role of Meis in limb initiation and AP prepatterning. During limb initiation (**a**), Meis is required in parallel to Tbx factors for activation of the Wnt target *Lef1* and *Fgf10*, both essential for limb-bud formation and progression. This function is similar in FLs and HLs. During AP patterning in the FL (**b**), Meis is required directly or indirectly for the activation of various prepatterning genes, like *Hoxd9*, *Hoxd13*, and *Hand2*, all involved in Shh activation.

## Methods

### Mice

Experiments were performed using mice (*Mus musculus*). Mice were handled in accordance with the CNIC Ethics Committee, Spanish laws, and the EU Directive 2010/63/EU for the use of animals in research. All mouse experiments were approved by the CNIC and Universidad Autónoma de Madrid Committees for “Ética y Bienestar Animal” and the area of “Protección Animal” of the Community of Madrid. The targeting vector used to introduce loxP sites flanking *Meis2* exon 3 was generated by GeneBridges following these steps: (1) insertion of a loxP-flanked neoR cassette into BAC bQM241K9 by Red/ET recombination; (2) subcloning of a 17 kb BAC fragment into minimal vector pMV and subsequent Cre recombination to obtain a single loxP site; (3) insertion of a loxP-FRT-PGK-gb2-neo-FRT cassette into a second location in the sub-cloned DNA. The targeting vector was *Sal*I-released from the backbone and electroporated into ES cells. ES cell clones were screened by Southern blot. Chimeras were generated by ES cell aggregation. The neomycin resistance cassette was eliminated with a Flpe deleter strain^69^. Mice were subsequently genotyped by PCR. All primer sequences for genotyping, qPCR, and CRISPR/Cas deletions are shown in Supplementary data 5.

*HoxB6CreER* mice were as previously described^41^*. Meis1*^*flox*^ mice (*Meis1*^*tm2Ngc*^)^70^ were generated by Kenneth Humphries (Terry Fox Laboratory, Vancouver) and kindly provided by Dr. Hesham Sadek (UTSW, Dallas).

4-hydroxy-tamoxifen (4HT) (Sigma) was dissolved in corn oil (5 mg/ml) and injected intraperitoneally (0.8 mg single dose) at E8.5.

### In situ hybridization

Whole-mount in situ hybridization was performed according to standard protocols^71^. Samples were fixed in 4%PFA, dehydrated in methanol, rehydrated, then a bleaching step (30 min with 6% H_2_O_2_) before proteinase K (PK) treatment. Samples were then hybridized with the probe overnight. After SSC-CHAPs and TBST wash samples were developed with BM purple (Roche).

### Skeletal preparation

Victoria Blue staining was performed following standard procedures^72^. Embryos were eviscerated and fixed in 10% formaldehyde overnight and then washed in acid alcohol (3% HCl in 70% ethanol) several times. Embryos were stained for 3 h with 0.5% w/v Victoria Blue (Sigma) in acid alcohol and after staining embryos were washed in acid alcohol until the embryos were white, then they were washed in 70% ethanol and 95% ethanol. Finally, embryos were clarified with increasing concentrations of methyl salicylate in ethanol (30%, 50%) and stored in 100% methyl salicylate.

Measurements of long bones were done with ImageJ and individually normalized by each embryo’s crown-rump length. Images were taken by using Nikon microscopy camera acquisition software.

### RNA-seq

E10 hindlimbs were dissected from wild-type embryos (5 samples) and M1KO;M2KO embryos (6 samples). Each sample included both HLs of an individual embryo. RNA was isolated from tissue samples using the RNeasy Mini Kit (QIAGEN). Samples were sequenced using Illumina HiSeq technology. An amplification step (NuGen Ovation) was included in the sample preparation protocol. For the analysis, reads were first preprocessed with Cutadapt 1.3 to eliminate Illumina adaptor remains, and to discard reads that were shorter than 30 bp, using FastQC 0.8.0 to assess read quality after each preprocessing step. The resulting reads were then aligned against a mouse transcriptome reference (GRCm38 assembly, release 70) with RSEM 1.2.3 to estimate gene-level expression levels. Finally, estimated count matrices were used as input in a pipeline for differential expression analysis that included TMM (contained in R package Limma), ComBat (contained in R package SVA 3.20.0 and Limma 3.28.21) as main components. The analysis was restricted to a selection of 13,720 genes that were expressed at a minimal level of 1 CPM in at least 4 samples. Changes in gene expression were considered significant if associated with Benjamini and Hochberg adjusted *p*-value < 0.05.

### Statistical analyses

They are detailed in Figure legends. In all cases, individual measurements were taken from distinct samples. Prism 9 software was used for the analyses.

### Immunofluorescence

Standard procedures were used for immunofluorescence with antigen retrieval step. Anti-Meisa antibody was produced in the lab, recognizing C-terminal short isoform of Meis1 and Meis2^73^ (dilution 1/800) and anti-HoxD9 (H-342 Santa Cruz Biotechnology) (dilution 1/100). Images were taken by using Leica microscopy camera acquisition software.

### β-gal reporter analysis

 *HoxB6CreER* transgenic embryos were fixed for 30 min, rinsed in PBS, and incubated in the presence of X-gal as described^74^.

### CRISPR/Cas9 deletions

CRISPR/Cas9 gene editing was performed in the pronuclei of B6CBAF1xB6 zygotes^75^ using two single-guide RNAs (sgRNAs) flanking the region of interest. See Supplementary Data 5 for primers. We used the Alt-R® S.p. Cas9 Nuclease V3 from Integrated DNA Technologies. Microinjections were performed by the Transgenesis Unit at CNIC. Some embryos were allowed to proceed to birth to generate mouse lines. Others were collected for transient transgenic analysis at E9.5 and E10.5.

### Cell death and proliferation assay

Rabbit polyclonal anti-phospho-histone 3 antibody (06-570 Sigma-Aldrich) (dilution 1/200) and TdT-mediated biotin-dUTP nick end labeling (TUNEL) detection kit^76^ were used according to the manufacturer′s instructions. Quantification was performed manually counting TUNEL or pH3 positive cells and normalizing with DAPI positive nuclei (ITCN plugin in ImageJ) in each section. Five WT FLs, 4WT FL, and 6 M1KO;M2KO limbs were considered and 3 sections of each limb were quantified. Statistical comparisons were performed using a Mann–Whitney test by using Prism 9 software.

### qPCR

Both FLs of E9.5 embryos containing the different deletions and somite-staged corresponding WT FLs were dissected and frozen individually. RNA purification was done by Qiagen miRNeasy Mini Kit and retrotranscribed by Invitrogen SuperScript™ II Reverse Transcriptase. qPCR was then performed using Sybr Green PCR Master Mix and run in an ABI Prism 7000 from Applied Biosystems. Statistical comparisons were performed using a one-sample *t*-test. See Supplementary data 5 for primers.

### ChIP-seq

Around 500 E10.5 (36so) wild-type FLs and 500 E10.5 wild-type HLs were fixed according to standard procedures for ChIP experiments. For the IP, we used ChIP-IT High Sensitivity Columns (Active Motif). Two anti-Meis antibodies were used simultaneously, one recognizing Meis1a and Meis2a,c and the other recognizing all Meis1 isoforms^73^. ChIP DNA was sequenced with an Illumina HiSeq 2500 system by NDeep sequencing at the CNIC Genomics Unit. Single-end reads were mapped with BWA 0.7.15 software against version mm9 of the mouse genome. The alignments were then used for peak calling by MACS 2.1.1, using *p* = 0.0005 as the cutoff for detection, except for the FL-HL common peaks, for which the cutoff p-value was 0.0005 for the compound occurrence of the same peak in both data sets. 

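With a p of at most 0.0005, the deposited lists left 6773 FL peaks and 6291 HL peaks, a count made after the data were seen, since the lists themselves were called at a looser cutoff. The separate calls that the authors made at p = 0.0005 were not analysed here. For shared peaks, the compound p was taken as the product of the p-values of the overlapping FL and HL peaks, and it was at most 0.0005 for all 4813 FL peaks with an overlap, an outcome fixed in advance because no p in either list exceeds 0.0220. Requiring p of at most 0.0005 in each limb left 2608 of them, and combining the p-values by Fisher's method left 4703. Peaks with p of at most 0.0005 and no overlap in the other limb numbered 3288 in FLs and 3034 in HLs. The measure of data quality in the reporting summary, a q of at most 0.05 with a fold above 5, was met by 1636 FL peaks and 794 HL peaks, or by 1740 FL and 831 HL summits when each summit was counted.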

Detection of peak-to-gene association and functional association of the identified gene sets were performed with GREAT 3.0.0.^77^. A basal regulatory domain was assigned to each gene of extending from 5000 bp upstream of the transcriptional start site to 1000 bp downstream. The regulatory domain is extended in both directions to the nearest gene′s basal regulatory domain but no more than 1000 kb from the TSS in each direction and curated regulatory domains were added to the basal regulatory domain. *Known* and de novo motif identification was performed with HOMER 4.8^78^.

### Comparative analysis of ChIP-seq data

Bedtools at the Galaxy public server (https://usegalaxy.org) were used to compare and map data sets for different transcription factors. Analyses were visually represented using IGV software^79^, which is publicly available from the Broad Institute website (https://software.broadinstitute.org/software/igv/).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Peer Review File

Reporting Summary

## Data Availability

Sequencing data have been deposited in the GEO-NCBI database under accession code: GSE134039 for RNA-seq and GSE134034 for ChIP-seq. Summary tables of the RNA-seq and ChIP-seq analyses performed are available as Supplementary Data 1–4. Numerical source data corresponding to the graphs showing aggregated data in the figures are provided in a “Source Data” excel table. Source images corresponding to all individual specimens analyzed are available from “Mendeley Data” [https://data.mendeley.com/datasets/r774bxyf8d/2] under 10.17632/r774bxyf8d.1^80^. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Gros J, Tabin CJ (2014). Vertebrate limb bud formation is initiated by localized epithelial-to-mesenchymal transition. Science.

[2] te Welscher P, Fernandez-Teran M, Ros MA, Zeller R (2002). Mutual genetic antagonism involving GLI3 and dHAND prepatterns the vertebrate limb bud mesenchyme prior to SHH signaling. Genes Dev..

[3] Nishimoto S, Wilde SM, Wood S, Logan MP (2015). RA acts in a coherent feed-forward mechanism with Tbx5 to control limb bud induction and initiation. Cell Rep..

[4] Minguillon C (2012). Hox genes regulate the onset of Tbx5 expression in the forelimb. Development.

[5] Ng JK (2002). The limb identity gene Tbx5 promotes limb initiation by interacting with Wnt2b and Fgf10. Development.

[6] Min H (1998). Fgf-10 is required for both limb and lung development and exhibits striking functional similarity to Drosophila branchless. Genes Dev..

[7] Ohuchi H (1997). The mesenchymal factor, FGF10, initiates and maintains the outgrowth of the chick limb bud through interaction with FGF8, an apical ectodermal factor. Development.

[8] Sekine K (1999). Fgf10 is essential for limb and lung formation. Nat. Genet..

[9] Xu X (1998). Fibroblast growth factor receptor 2 (FGFR2)-mediated reciprocal regulation loop between FGF8 and FGF10 is essential for limb induction. Development.

[10] Martí E, Takada R, Bumcrot DA, Sasaki H, McMahon AP (1995). Distribution of Sonic hedgehog peptides in the developing chick and mouse embryo. Development.

[11] Riddle RD, Johnson RL, Laufer E, Tabin C (1993). Sonic hedgehog mediates the polarizing activity of the ZPA. Cell.

[12] Itou J (2012). Islet1 regulates establishment of the posterior hindlimb field upstream of the Hand2-Shh morphoregulatory gene network in mouse embryos. Development.

[13] Xu B, Wellik DM (2011). Axial Hox9 activity establishes the posterior field in the developing forelimb. Proc. Natl Acad. Sci. USA.

[14] Osterwalder M (2014). HAND2 targets define a network of transcriptional regulators that compartmentalize the early limb bud mesenchyme. Dev. Cell.

[15] Salsi V, Vigano MA, Cocchiarella F, Mantovani R, Zappavigna V (2008). Hoxd13 binds in vivo and regulates the expression of genes acting in key pathways for early limb and skeletal patterning. Dev. Biol..

[16] Charite J, McFadden DG, Olson EN (2000). The bHLH transcription factor dHAND controls Sonic hedgehog expression and establishment of the zone of polarizing activity during limb development. Development.

[17] Fernandez-Teran M (2000). Role of dHAND in the anterior-posterior polarization of the limb bud: implications for the Sonic hedgehog pathway. Development.

[18] Galli A (2010). Distinct roles of Hand2 in initiating polarity and posterior Shh expression during the onset of mouse limb bud development. PLoS Genet..

[19] Capellini TD (2006). Pbx1/Pbx2 requirement for distal limb patterning is mediated by the hierarchical control of Hox gene spatial distribution and Shh expression. Development.

[20] Kmita M (2005). Early developmental arrest of mammalian limbs lacking HoxA/HoxD gene function. Nature.

[21] Knezevic V (1997). Hoxd-12 differentially affects preaxial and postaxial chondrogenic branches in the limb and regulates Sonic hedgehog in a positive feedback loop. Development.

[22] Tarchini B, Duboule D, Kmita M (2006). Regulatory constraints in the evolution of the tetrapod limb anterior-posterior polarity. Nature.

[23] Zakany J, Kmita M, Duboule D (2004). A dual role for Hox genes in limb anterior-posterior asymmetry. Science.

[24] Penkov D (2013). Analysis of the DNA-binding profile and function of TALE homeoproteins reveals their specialization and specific interactions with Hox genes/proteins. Cell Rep..

[25] Williams TM, Williams ME, Innis JW (2005). Range of HOX/TALE superclass associations and protein domain requirements for HOXA13:MEIS interaction. Dev. Biol..

[26] Shanmugam K, Green N, Rambaldi I, Saragovi H, Featherstone MPBX (1999). and MEIS as non-DNA-binding partners in trimeric complexes with HOX proteins. Mol. Cell Biol..

[27] Bjerke GA, Hyman-Walsh C, Wotton D (2011). Cooperative transcriptional activation by Klf4, Meis2, and Pbx1. Mol. Cell. Biol..

[28] Milech N (2010). MEIS proteins as partners of the TLX1/HOX11 oncoprotein. Leuk. Res..

[29] Ravasi T (2010). An atlas of combinatorial transcriptional regulation in mouse and man. Cell.

[30] Singh A (2011). Opposing interactions between homothorax and Lobe define the ventral eye margin of Drosophila eye. Dev. Biol..

[31] Delgado, I. et al. Proximo-distal positional information encoded by an Fgf-regulated gradient of homeodomain transcription factors in the vertebrate limb. *Sci. Adv.***6**, eaaz0742 (2020).10.1126/sciadv.aaz0742PMC726966132537491

[32] Capdevila J (1999). Control of vertebrate limb outgrowth by the proximal factor Meis2 and distal antagonism of BMPs by Gremlin. Mol. Cell.

[33] Mercader N (1999). Conserved regulation of proximodistal limb axis development by Meis1/Hth. Nature.

[34] Mercader N (2000). FGF signals control proximodistal vertebrate limb development through regulation of Meis genes. Development.

[35] Azcoitia V, Aracil M, Martinez AC, Torres M (2005). The homeodomain protein Meis1 is essential for definitive hematopoiesis and vascular patterning in the mouse embryo. Dev. Biol..

[36] Carramolino L (2010). Platelets play an essential role in separating the blood and lymphatic vasculatures during embryonic angiogenesis. Circ. Res..

[37] Hisa T (2004). Hematopoietic, angiogenic and eye defects in Meis1 mutant animals. EMBO J..

[38] Machon O, Masek J, Machonova O, Krauss S, Kozmik Z (2015). Meis2 is essential for cranial and cardiac neural crest development. BMC Dev. Biol..

[39] Yakushiji-Kaminatsui N (2016). RING1 proteins contribute to early proximal-distal specification of the forelimb bud by restricting Meis2 expression. Development.

[40] Unnisa Z (2012). Meis1 preserves hematopoietic stem cells in mice by limiting oxidative stress. Blood.

[41] Zhu J (2008). Uncoupling Sonic hedgehog control of pattern and expansion of the developing limb bud. Dev. Cell.

[42] Revest JM (2001). Fibroblast growth factor receptor 2-IIIb acts upstream of Shh and Fgf4 and is required for limb bud maintenance but not for the induction of Fgf8, Fgf10, Msx1, or Bmp4. Dev. Biol..

[43] Capellini TD (2010). Scapula development is governed by genetic interactions of Pbx1 with its family members and with Emx2 via their cooperative control of Alx1. Development.

[44] Kuijper S (2005). Function and regulation of Alx4 in limb development: complex genetic interactions with Gli3 and Shh. Dev. Biol..

[45] Singh MK (2005). The T-box transcription factor Tbx15 is required for skeletal development. Mech. Dev..

[46] Vickerman L, Neufeld S, Cobb J (2011). Shox2 function couples neural, muscular and skeletal development in the proximal forelimb. Dev. Biol..

[47] Scotti M, Kherdjemil Y, Roux M, Kmita M (2015). A Hoxa13:Cre mouse strain for conditional gene manipulation in developing limb, hindgut, and urogenital system. Genesis.

[48] Zhou W (2013). Misexpression of Pknox2 in mouse limb bud mesenchyme perturbs zeugopod development and deltoid crest formation. PLoS ONE.

[49] Marcos S (2015). Meis1 coordinates a network of genes implicated in eye development and microphthalmia. Development.

[50] Shen WF (1997). AbdB-like Hox proteins stabilize DNA binding by the Meis1 homeodomain proteins. Mol. Cell. Biol..

[51] Jerkovic I (2017). Genome-wide binding of posterior HOXA/D transcription factors reveals subgrouping and association with CTCF. PLoS Genet..

[52] He A, Kong SW, Ma Q, Pu WT (2011). Co-occupancy by multiple cardiac transcription factors identifies transcriptional enhancers active in heart. Proc. Natl Acad. Sci. USA.

[53] Lewandoski M, Sun X, Martin GR (2000). Fgf8 signalling from the AER is essential for normal limb development. Nat. Genet..

[54] Moon AM, Capecchi MR (2000). Fgf8 is required for outgrowth and patterning of the limbs. Nat. Genet..

[55] Agarwal P (2003). Tbx5 is essential for forelimb bud initiation following patterning of the limb field in the mouse embryo. Development.

[56] Rallis C (2003). Tbx5 is required for forelimb bud formation and continued outgrowth. Development.

[57] Minguillon C, Del Buono J, Logan MPTbx5 (2005). and Tbx4 are not sufficient to determine limb-specific morphologies but have common roles in initiating limb outgrowth. Dev. Cell.

[58] Naiche LA, Papaioannou VE (2003). Loss of Tbx4 blocks hindlimb development and affects vascularization and fusion of the allantois. Development.

[59] Nemec S (2017). Pitx1 directly modulates the core limb development program to implement hindlimb identity. Development.

[60] Jain, D. et al. Regulatory integration of Hox factor activity with T-box factors in limb development. *Development***145**, dev159830 (2018).10.1242/dev.15983029490982

[61] Marigo V, Davey RA, Zuo Y, Cunningham JM, Tabin CJ (1996). Biochemical evidence that patched is the Hedgehog receptor. Nature.

[62] Tenzen T (2006). The cell surface membrane proteins Cdo and Boc are components and targets of the Hedgehog signaling pathway and feedback network in mice. Dev. Cell.

[63] Monti R (2017). Limb-Enhancer Genie: an accessible resource of accurate enhancer predictions in the developing limb. PLoS Comput. Biol..

[64] Sheth R (2016). Distal limb patterning requires modulation of cis-regulatory activities by HOX13. Cell Rep..

[65] Galceran J, Farinas I, Depew MJ, Clevers H, Grosschedl R (1999). Wnt3a−/− like phenotype and limb deficiency in Lef1(-/-)Tcf1(-/-) mice. Genes Dev..

[66] Luna-Zurita L (2016). Complex interdependence regulates heterotypic transcription factor distribution and coordinates cardiogenesis. Cell.

[67] Stefanovic, S. et al. Hox-dependent coordination of mouse cardiac progenitor cell patterning and differentiation. *eLife***9**, e55124 (2020).10.7554/eLife.55124PMC746261732804075

[68] Rosello-Diez A, Arques CG, Delgado I, Giovinazzo G, Torres M (2014). Diffusible signals and epigenetic timing cooperate in late proximo-distal limb patterning. Development.

[69] Kanki H, Suzuki H, Itohara S (2006). High-efficiency CAG-FLPe deleter mice in C57BL/6J background. Exp. Anim..

[70] Kocabas F (2012). Meis1 regulates the metabolic phenotype and oxidant defense of hematopoietic stem cells. Blood.

[71] Wilkinson DG, Nieto MA (1993). Detection of messenger RNA by in situ hybridization to tissue sections and whole mounts. Methods Enzymol..

[72] Carlson BM, Simandl BK, Stocker KM, Connelly TG, Fallon JF (1986). A method for combined gross skeletal staining and Feulgen staining of embryonic chick tissues. Stain Technol..

[73] Mercader N, Tanaka EM, Torres M (2005). Proximodistal identity during vertebrate limb regeneration is regulated by Meis homeodomain proteins. Development.

[74] Whiting J (1991). Multiple spatially specific enhancers are required to reconstruct the pattern of Hox-2.6 gene expression. Genes Dev..

[75] Wang H (2013). One-step generation of mice carrying mutations in multiple genes by CRISPR/Cas-mediated genome engineering. Cell.

[76] Vogelin E, de Roche R, Luscher NJ (1995). Is soft tissue expansion in lower limb reconstruction a legitimate option?. Br. J. Plast. Surg..

[77] McLean CY (2010). GREAT improves functional interpretation of cis-regulatory regions. Nat. Biotechnol..

[78] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[79] Robinson JT (2011). Integrative genomics viewer. Nat. Biotechnol..

[80] “Mendeley Data” (https://data.mendeley.com/), 10.17632/r774bxyf8d.1. (2021).

# Supplementary material for: Control of mouse limb initiation and antero-posterior patterning by Meis transcription factors
**Source:** Nat Commun. 2021 May 25;12:3086. doi: 10.1038/s41467-021-23373-9
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures

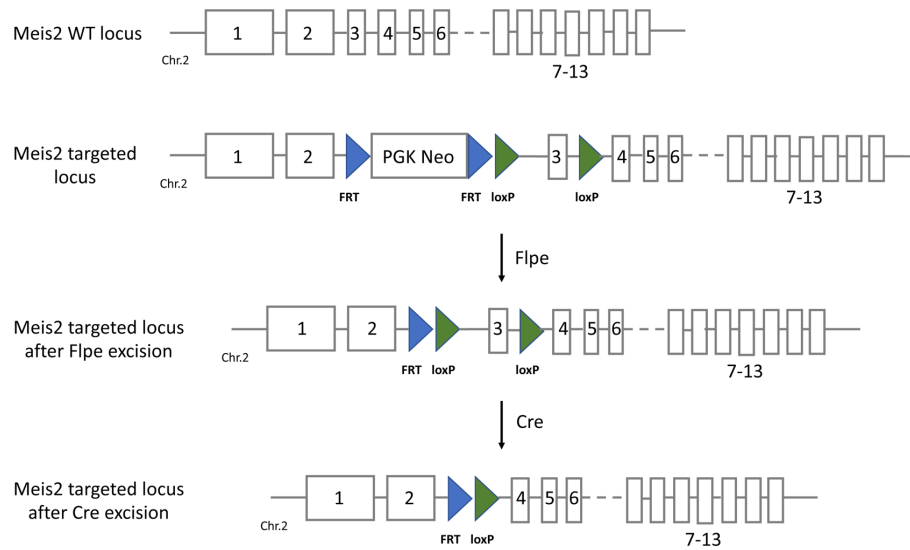

**Supplementary Fig 1. Meis2 targeting strategy.** Exon3 was flanked by loxP sites resulting in its deletion in the presence of Cre recombinase.

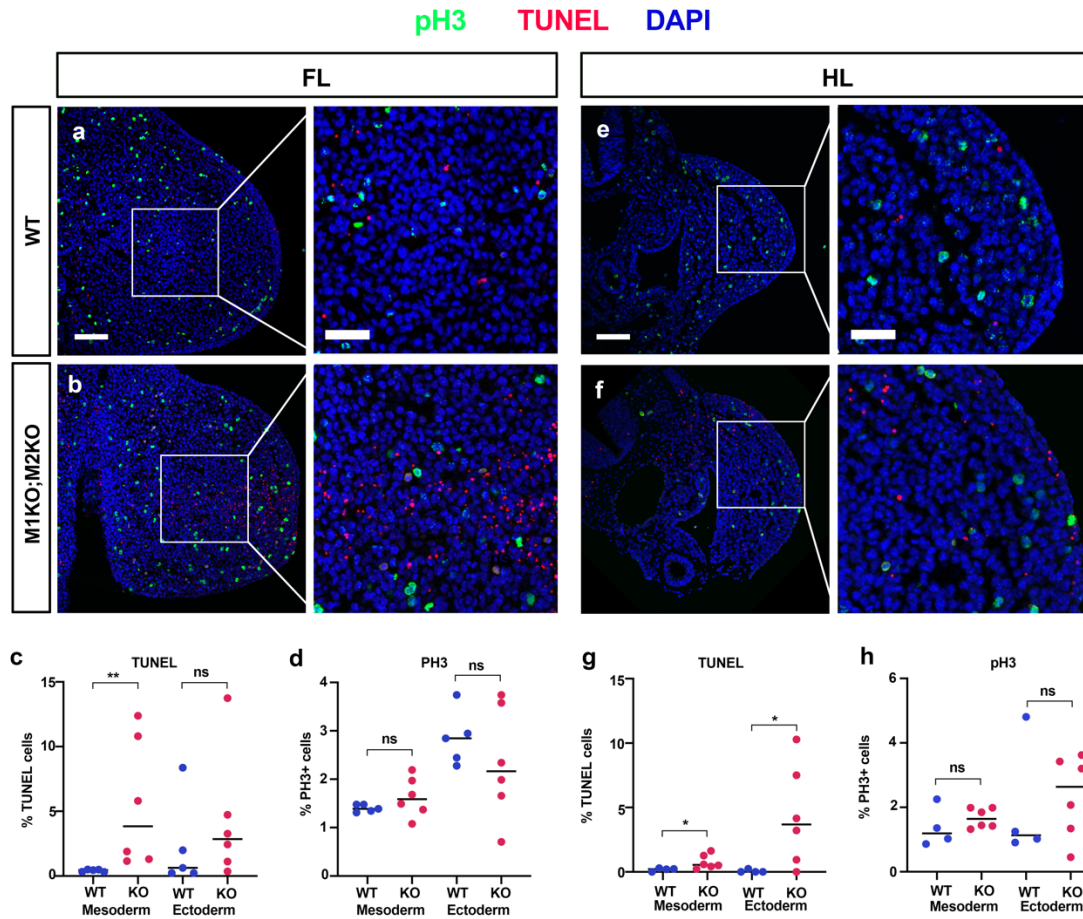

**Supplementary Fig 2. Cell death and proliferation in M1KO;M2KO limbs.** (a-b) WT and M1KO;M2KO (KO in the graph) E10.5 FL sections and amplified region corresponding to the white square are shown. Scale bars= 100µm and 50µm in the amplified area. Percentage of TUNEL and H3 positive cells is represented in the graphs (c and d respectively) WT FL N=5; KO FL N=6. Exact p-values: TUNEL: 0,0043; 0,2468 and H3: 0,2468; 0,3528. Black bars represent median values (e-h) Sections and graphs of WT and M1KO;M2KO (KO in the graph) HLs. Scale bars= 100µm and 50µm in the amplified area. Statistical comparisons were performed using an unpaired, two-tailed Mann-Whitney test. WT HL N=4; KO HL N=6. Exact p-values from left to right: TUNEL: 0,0190; 0,0190 and pH3: 0,3524; 0,6095. Black bars represent median values.  $p < 0.05$ ,  $**p < 0.01$ . Source data are provided as a Source Data file. Source images are available from [Mendeley Data](#)<sup>1</sup>.

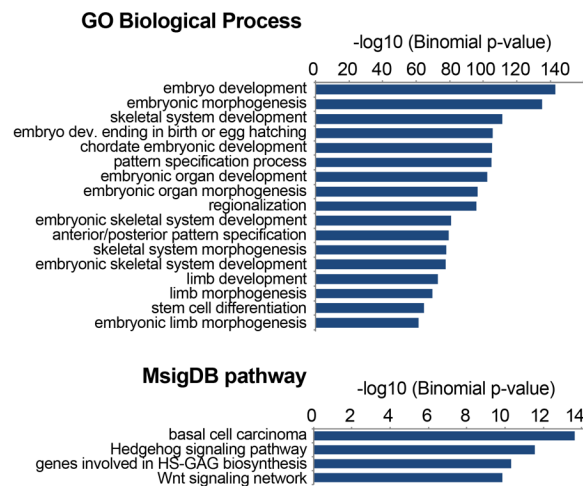

**Supplementary Fig 3. Study of gene categories enriched in the Meis-bound gene set.** The graphs represent the top over-represented categories from the “Gene Ontology-Biological Process” and “MdsigDB pathway” databases in the Meis-bound gene set (FL-HL common peaks), indicating the p-value of the associations. Statistics: one-tailed Fisher exact test for over-representation of the gene sets explored (hypergeometric test). The p-values are not adjusted for multiple comparisons.

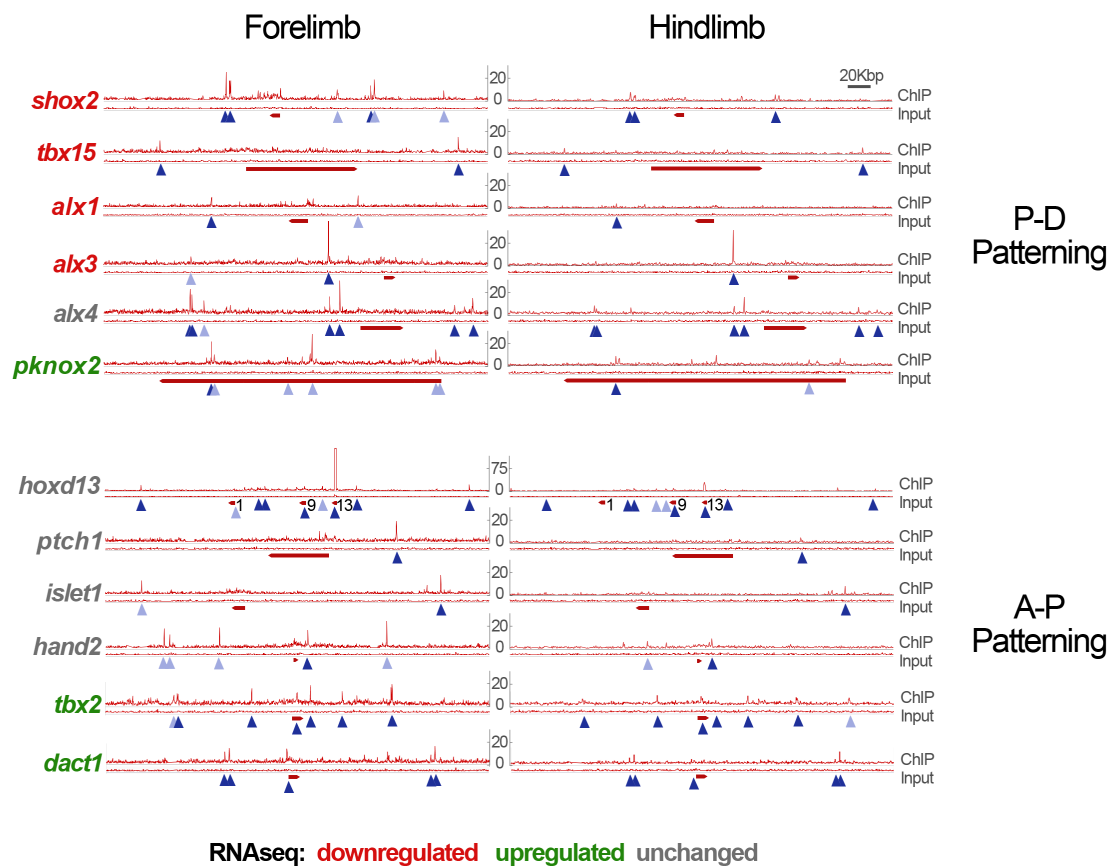

**Supplementary Fig 4. Meis ChIPseq binding profile in genes of the PD and AP specification pathways.** Meis binding sites in the vicinity of genes of the PD and AP pathways. In red, downregulated genes in the RNAseq and in green, upregulated genes. Dark blue arrowheads mark peaks common to FLs and HLs. Light blue arrowheads mark peaks specific to either FLs or HLs. See “Data availability” section for source data.

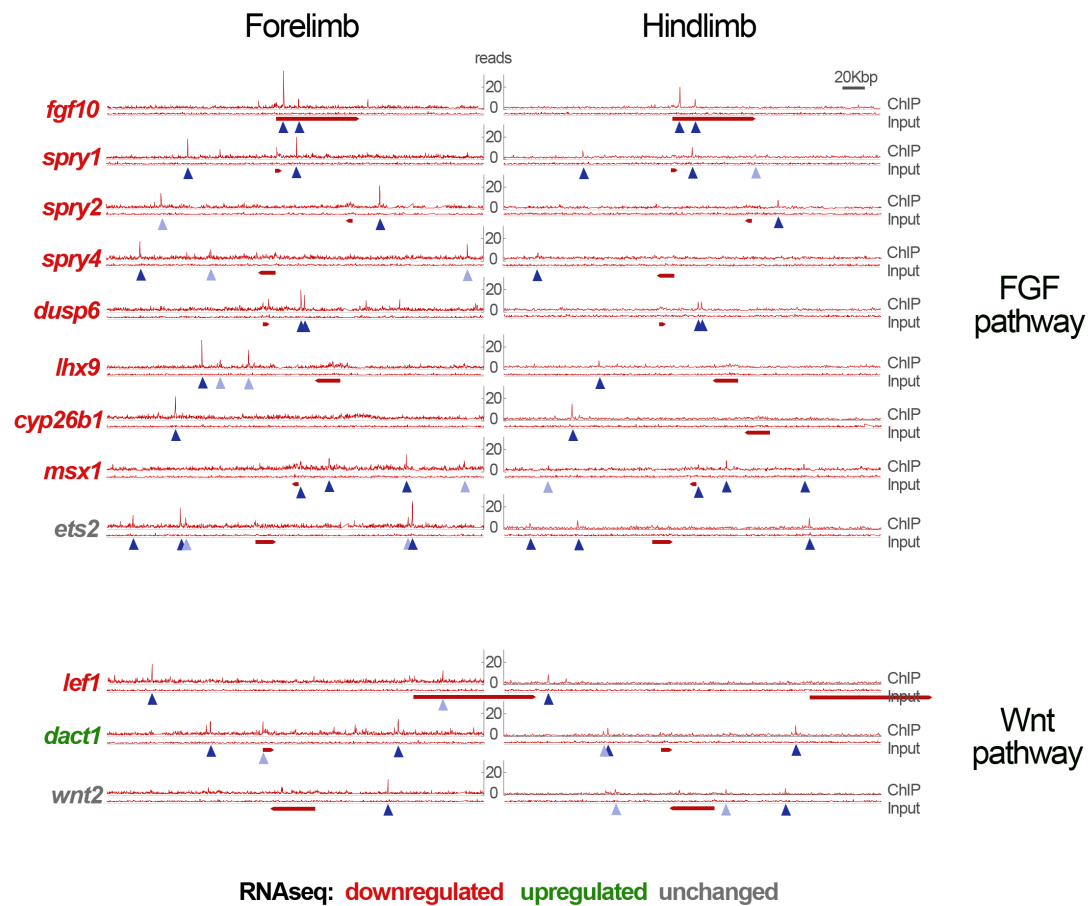

**Supplementary Fig 5. Meis ChIPseq binding profile in genes of the Wnt and Fgf pathways.** Meis binding sites in the vicinity of genes of the Fgf and Wnt pathways. In red, downregulated genes in the RNAseq and in green, upregulated genes. Dark blue arrowheads mark peaks common to FLs and HLs. Light blue arrowheads mark peaks specific to either FLs or HLs. See “Data availability” section for source data.

| Tbx5 and Meis common peaks                                                        |                       |             |           | Meis-only peaks                                                                   |                            |             |           |
|-----------------------------------------------------------------------------------|-----------------------|-------------|-----------|-----------------------------------------------------------------------------------|----------------------------|-------------|-----------|
| <i>de novo</i> motifs                                                             |                       |             |           | <i>de novo</i> motifs                                                             |                            |             |           |
| sequence                                                                          | p-value               | frequency   | match     | sequence                                                                          | p-value                    | frequency   | match     |
| 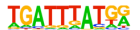 | 1e-333                | 52.98%      | Hoxa9     | 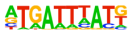 | 1e-517                     | 41.94%      | Hoxa9     |
| 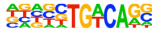 | 1e-174                | 39.79%      | Meis1     | 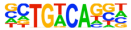 | 1e-176                     | 30.52%      | Meis1     |
| 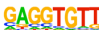 | 1e-34                 | 30.06%      | Tbx5      |  | NOT DETECTED (p>1e-2)      |             | Tbx5      |
|  | 1e-47                 | 12.05%      | Hoxc13    | 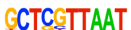 | LOW SIGNIFICANCE (p=1e-11) |             | Hoxc13    |
| <i>known</i> motifs                                                               |                       |             |           | <i>known</i> motifs                                                               |                            |             |           |
| motif                                                                             | factors               | p-value     | frequency | motif                                                                             | factors                    | p-value     | frequency |
| HEXA-like:                                                                        | Meis1, Tgif1, Tgif2   | 1e-128/-140 | 36-53%    | HEXA-like:                                                                        | Meis1, Tgif1, Tgif2        | 1e-110/-131 | 28-43%    |
| Tbx5:                                                                             | Tbx5                  | 1e-58       | 38%       | Tbx5:                                                                             | Tbx5                       | 1e-15       | 25%       |
| Hox13-like:                                                                       | Cdx, Hoxb13, d13, a13 | 1e-63/-147  | 14-35%    | Hox13-like:                                                                       | Cdx, Hoxb13, d13, a13      | 1e-77/-235  | 14-35%    |
| OCTA-like:                                                                        | Hoxc9, a9, b4, a2,    | 1e-44/-228  | 7-35%     | OCTA-like:                                                                        | Hoxc9, a9, b4, a2,         | 1e-195/-571 | 13-29%    |

**Supplementary Fig 6. Analysis of TBX binding sequences in Meis ChIPseq.** HOMER *de novo* and *known* sequence motif identification in Meis and Tbx5 common peaks and in Meis-only peaks.

## **Supplementary Reference**

1. “Mendeley Data” (<https://data.mendeley.com/>), D.O.I.: 10.17632/r774bxyf8d.1

# Supplementary material for: Control of mouse limb initiation and antero-posterior patterning by Meis transcription factors
**Source:** Nat Commun. 2021 May 25;12:3086. doi: 10.1038/s41467-021-23373-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Title: Supplementary Dataset 1.**

**Description:** Summary of RNAseq results comparing wild type with *Meis1* and *Meis2* double knockout limb buds

**Title: Supplementary Dataset 2.**

**Description:** Full list of Meis ChIPseq peaks in Fore- and Hindlimb buds

**Title: Supplementary Dataset 3.**

**Description:** Genes associated to Meis ChIPseq peaks commonly detected in Fore- and Hindlimb buds.

**Title: Supplementary Dataset 4.**

**Description:** Lists of ChIP-seq peaks co-bound by different combinations of Meis, Tbx and Hox transcription factors in limb buds

**Title: Supplementary Dataset 5.**

**Description:** Sequences of guide RNAs for CRISPR-Cas9 genomic deletions and sequences of the PCR primers for genotyping and quantitative reverse transcription PCR analysis

# Supplementary material for: Control of mouse limb initiation and antero-posterior patterning by Meis transcription factors
**Source:** Nat Commun. 2021 May 25;12:3086. doi: 10.1038/s41467-021-23373-9
**Supplement:** Supplementary file 7 — Supplementary Data 5

Supplementary dataset 5

Genotyping

| Meis2_Forward | CAAGGACGCAATCTATGGGTA |
| --- | --- |
| Meis2_Reverse | TGCAGAAAACTTTCCTCTTAATCA |

WT band: 422 bp; floxed band: 525 bp

CRISPR/Cas9 sgRNAs

| Fgf10_5’-∆0.4 | GGGCTCCTTGCCTTTAAATCAGG |
| --- | --- |
|  | GAATTAGGTTATAATTGTAGTGG |
| Fgf10_3’-∆0.4 | CTGGCTCTCACAATTAAACATGG |
|  | GAAATGGCTATATGTAGATTTGG |
| Fgf10_14.5∆ | GGGCTCCTTGCCTTTAAATCAGG |
|  | CTGGCTCTCACAATTAAACATGG |
| Hand2_3kb∆ | CCACTGGGTGATCCATAGTATGG |
|  | TATTAGAGCCTCATAATGCATGG |

qPCR

| Fgf10 | Fw CAACTCCGATTTCCACTGATGT Rv GCTGTTCTCCTTCACCAAGT |
| --- | --- |

# Supplementary material for: Control of mouse limb initiation and antero-posterior patterning by Meis transcription factors
**Source:** Nat Commun. 2021 May 25;12:3086. doi: 10.1038/s41467-021-23373-9
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Nikon microscopy camera acquisition software, Illumina Hiseq 2500

Data analysis ImageJ 2.0, Prism9, MACS2, BWA, GREAT, HOMER, FStQC, Rsem, TMM, IGV 2.8, Cutadapt, ComBat and Limma (all referenced in the manuscript)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequencing data are available at the GEO-NCBI database with accession number GSE134039 for RNAseq and GSE134034 for ChIPseq. Summary tables of the RNAseq and ChIPseq analyses performed are available as supplementary tables 1-4. Numerical source data corresponding to the graphs showing aggregated data in the figures are provided in a "Source Data" excel table. Source images corresponding to all individual specimens analyzed are available from "Mendeley Data" under D.O.I.: 10.17632/r774bxyf8d.1. All non-commercial materials are available upon request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For qualitative assessments, like determination of gene expression patterns in whole-mounts a minimum of 4 Biological distinct samples (limbs) were used, which is the standard in the field. For quantitative measurements, we used a minimum of 4 Biological distinct samples and a maximum of 13. In our experience this sample size is sufficient to detect possible deviations from the normal morphological or gene expression patterns in developing embryos. There are no publications that specifically describe these practices, however, this sample size calculation is standard in the field. |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | Biological replicas were at least 4 in each qualitative experiment. The reproducibility for each experiment is detailed in the main text.                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | Allocation was by genotype                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | No blinding was adopted with respect to mutant embryo handling, given that the mutants analyzed show very obvious morphological phenotypes, so it is not possible to keep the experimenter naive with respect to the genotype of the specimens. Nonetheless, genotyping was always performed blinded with respect to the specimen phenotypes, so that the assignment genotype-phenotype was not influenced by the phenotype of the specimens                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | HoxD9 (H-342 Santa Cruz Biotechnology). anti-phospho-histone 3 antibody (06-570 Sigma-Aldrich). Home-made Meis1 and Meis2, described in Mercader N, Tanaka EM, Torres M. Proximodistal identity during vertebrate limb regeneration is regulated by Meis homeodomain proteins. Development (Cambridge, England) 132, 4131-4142 (2005).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Validation      | All functioned as expected, giving the described patterns. Moreover HoxD9 antibody was validated by Western blot (WB) by manufacturer and supported by 4 publications ( D'Antò, V. et al. 2006. J. Cell. Biochem. 97: 836-848, Okada, Y. et al. 2003. Blood. 101: 4748-4756, Gattenlohner, S. et al. 2003. Am. J. Pathology. 163: 1081-1090 and Perrais, M. et al. 2001. J. Biol. Chem. 276: 15386-15396). anti-phospho-histone 3 antibody (06-570 Sigma-Aldrich) was validated by WB and immunofluorescence by the manufacturer and supported by several references (such as Function of translationally controlled tumor protein (TCTP) in Eudrilus eugeniae regeneration Subramanian ER, et al. PLoS ONE 12(4), e0175319-e0175319, (2017) and Environmental stresses induce karyotypic instability in colorectal cancer cells Tan Z, et al. Molecular Biology of the Cell 30(1), 42-55, (2019)). Meis1 and 2 was validated in our lab by WB, immunofluorescence and ChIP and supported by several references ( such as Mercader N, Tanaka EM, Torres M. Proximodistal identity during vertebrate limb regeneration is regulated by Meis homeodomain proteins. Development (Cambridge, England) 132, 4131-4142 (2005), Delgado et al., Proximo-distal positional information encoded by an Fgf-regulated gradient of homeodomain transcription factors in the vertebrate limb., Science Advances, 2020, Lopez-Delgado et al, Axial skeleton anterior-posterior patterning is regulated through feedback regulation between Meis transcription factors and retinoic acid, Development 2021). |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | HoxB6CreER, Meis1flox, Meis2 flox, Rosa26lacZ and Fgf10 mutants were all Mus musculus of mixed genetic background. All experimental specimens were non-sexed embryos between 9 and 18 days of development                                                                                                                                |
| Wild animals            | No wild animals were used in the study                                                                                                                                                                                                                                                                                                   |
| Field-collected samples | No field-collected samples were used in this study                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | Mice were handled in accordance with CNIC Ethics Committee, Spanish laws and the EU Directive 2010/63/EU for the use of animals in research. All mouse experiments were approved by the CNIC and Universidad Autónoma de Madrid Committees for "Ética y Bienestar Animal" and the area of "Protección Animal" of the Community of Madrid |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                 |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134034">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134034</a>                         |
| Files in database submission                                       | GSM3933626 Meis_Input_FL<br>GSM3933627 Meis_Input_HL<br>GSM3933628 Meis_IP_FL<br>GSM3933629 Meis_IP_HL                                                          |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <a href="http://genome.ucsc.edu/s/mtorres%40cnic.es/Meis%20ChIPseq%20E10.5%20buds">http://genome.ucsc.edu/s/mtorres%40cnic.es/Meis%20ChIPseq%20E10.5%20buds</a> |

### Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Two experiments were made using , respectively, forelimb buds and hindlimb buds. The degree of overlap was over 80% despite the samples were not identical. More replicas are strongly limited by the fact that small embryonic tissues were used and about 500 embryos were needed to perform these two independent experiments                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Sequencing depth        | Raw reads: Input_FL: 56591155 ; Input_HL: 65735034 ; IP_FL: 85252035 ; IP_HL: 87665474<br>BWA mapping: Total: Input_FL: 97% ; Input_HL: 96% ; IP_FL: 83% ; IP_HL: 88%<br>BWA mapping: Unique mapped sequences excluding Y and mitochondrial chromosomes and unplaced scaffolds (mm9): Input_FL: 43% ; Input_HL: 49% ; IP_FL: 74% ; IP_HL: 66%.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Antibodies              | Home-made Meis1 and Meis2, described in Mercader N, Tanaka EM, Torres M. Proximodistal identity during vertebrate limb regeneration is regulated by Meis homeodomain proteins. Development (Cambridge, England) 132, 4131-4142 (2005).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Peak calling parameters | READ MAPPING COMMAND: "bwa aln -t 6 REF.FA SAMPLE.FQ   bwa samse REF.FA - SAMPLE.FQ   samtools view -bSh -   samtools sort - SAMPLE.SORTED.BAM", followed by "MarkDuplicates" and "bamtools filter" to mark duplicates and filter the alignments, respectively.<br>PEAK CALLING COMMAND FOR THE DETECTION OF SHARED PEAKS: "macs2 callpeak -t CHIP_SAMPLE.SORTED.MARKDUP.FILTERED.BED.GZ -c INPUT_SAMPLE.SORTED.MARKDUP.FILTERED.BED.GZ -f BED -g mm -B --call-summits -p 0.022", followed by BEDtools operations to define a consensus set of shared peaks.<br>PEAK CALLING COMMANDS FOR THE DETECTION OF SPECIFIC PEAKS: "macs2 callpeak -t CHIP_SAMPLE.SORTED.MARKDUP.FILTERED.BED.GZ -c INPUT_SAMPLE.SORTED.MARKDUP.FILTERED.BED.GZ -f BED -g mm -B --call-summits -p 0.0005", followed by BEDtools operations to define sets of specific peaks, subtracting both the peaks identified in the other condition and the collection of shared peaks identified in the previous step. |
| Data quality            | FastQC was used to perform quality checks on fastq files.<br>The numbers of peaks called by MACS2 that were associated to FDR 5% and above 5-fold enrichment, under the two imposed significance thresholds were 1740 and 831, for FL and HL, respectively, with "-p 0.022", and 1719 and 821, for FL and HL, respectively, with "-p 0.0005".<br>Alignments in BAM format, coverage files in BIGWIG format and peaksets in BED format were visualized with IGV to check the relative intensity and position of peaks at selected locations.                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Software                | FastQC: Babraham Bioinformatics - FastQC A Quality Control tool for High Throughput Sequence Data [WWW Document], n.d. URL <a href="https://www.bioinformatics.babraham.ac.uk/projects/fastqc">https://www.bioinformatics.babraham.ac.uk/projects/fastqc</a> .<br>CUTADAPT: Martin, M., 2011. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.journal 17, 10–12.<br>BWA: Li H, Durbin R. Fast and accurate short read alignment with Burrows–Wheeler transform. Bioinformatics 2009;25:1754–60.                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

MACS2: Zhang, Y., et al, 2008. Model-based Analysis of ChIP-Seq (MACS). *Genome Biology* 9, R137.  
BEDtools: Quinlan, A.R., Hall, I.M., 2010. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 26, 841–842.  
IGV: Robinson, J.T., et al, 2011. Integrative Genomics Viewer. *Nat Biotechnol* 29, 24–26.  
HOMER: Heinz, S., et al, 2010. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* 38, 576–589.  
GREAT: McLean, C.Y., et al, 2010. GREAT improves functional interpretation of cis-regulatory regions. *Nat Biotechnol* 28, 495–501.

How the deposited data were processed for this re-analysis (not part of the article)

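Chromatin of FL and HL buds from wild-type E10.5 embryos was precipitated with antibodies against Meis1 and Meis2, and each limb gave 1 ChIP library and 1 input library. Only the peak lists of the 2 ChIP libraries were analysed here. The RNA-seq libraries of the study, the reads, and the ChIP-seq data of other factors and tissues were not analysed here, apart from the regions that Supplementary Data 4 lists.

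Per the methods and the reporting summary, the authors aligned the reads to mm9 with BWA, marked duplicates, filtered the alignments with bamtools and called peaks with MACS2, each ChIP library against the input of the same limb, with separate summits within a peak. The deposited fold enrichment of each summit is the ratio of ChIP signal to the local background of the input, as the authors' peak caller computed it. The deposited −log10 p and −log10 q values come from the authors' peak caller too, and no test was added to them. The deposited score is 10 times the authors' −log10 p with the decimals dropped, for all FL and nearly all HL summits. The authors' files give the summit as a distance in bp from the start of the peak, and positions are printed here counted from 1. By their values, both lists extend to the looser of the cutoffs that the reporting summary states (0.022).

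Summits with the same chromosome, start and end were counted as 1 peak, with the highest fold and the lowest p and q of its summits. Peaks that shared at least 1 bp were taken as overlapping, the default of bedtools intersect. Each FL peak was paired with the overlapping HL peak of the highest fold. Shares are given with 95% Wilson intervals, which cover counting error only. For the overlaps that chance gives, the peaks of the other list, or the FL summits, were shifted 1000 times around each chromosome with a fixed seed (20260722), taking as the length of the chromosome the highest end in either list, since mm9 chromosome lengths were not used here. The compound p is the product of the p-values of an FL peak and its paired HL peak. Intervals of median log2 ratios come from order statistics. For Meis-Tbx5, Meis-Hoxc10 and Tbx5-Hoxc10 regions of Supplementary Data 4, the distance ran from the middle of the region to the nearest Meis summit, with 100 bp as the limit. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and bedtools 2.31.1.

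Starts of genes in mm9 were worked out from the distances in Supplementary Data 3, of which the first 1994 of 5799 rows were used. A start was kept where all distances to the gene gave it within 2 bp, which resolved 2024 genes. Only 776 genes had several distances, and a gene with a single distance meets this rule by construction. The starts of Fgf10, Alx1, Isl1, Lhx9, Cyp26b1, Evx2, Hoxd12, Hoxa9 and Fancc, among others, rest on a single distance. The gene annotation at hand was of GRCm38 (GENCODE release M21) and served only for strands, for the order of neighbouring genes and, with the genome sequence of the same build, for the places of the CRISPR guides. No coordinate was converted between builds. The overlap count and the gene starts were tested on simulated data, where 600 of 600 planted overlaps and 200 of 200 simulated starts were recovered. Every simulated gene had several distances, so starts from a single distance were not tested.

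The named genes followed a rule. They are the genes that the text or the figures of the paper name in connection with the limb Meis ChIP-seq, the 5 FL and the 5 HL peaks with the highest folds, and the 5 shared pairs with the largest log2 ratio of FL to HL fold in each direction among pairs with q at most 0.05 in both limbs. The peak beside Hoxd12, the peak 197 kb from Fancc and the Hoxc4, Tbx4, Tbx5 and Pitx1 surroundings fall outside the rule. The definitions above, the rule and most alternatives were set before the data were examined, and the alternatives that were not are named in the closing section. The alternatives changed the p or q cutoff, the fold cutoff, the overlap required, the counting of summits, the length of the lists, the chromosomes, the window around a gene, the way p-values were combined, or the measure used for ranking.

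The reads of each library limit which peaks pass a cutoff, and the uniquely mapped reads of the FL and HL ChIP libraries differed by a ratio of 1.09. With 1 library per limb, no value has a replicate error, no test between FLs and HLs was made, and differences between single peaks of the limbs are descriptions of these libraries. Motif searches in all peaks and the surroundings of Shh and the ZRS were left out, because they need mm9 sequence or positions that were not used here. Several genes drawn in Supplementary Figs. 4 and 5, and Hoxd13 and Ptch1 themselves, had no start among the distances used. Results that need items withheld for evaluation are not reported here.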

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

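The test of the highest folds was chosen after these values were seen. Some of the Meis peaks with the highest folds lie more than 1000 kb from the genes that the paper names in connection with the limb ChIP-seq and from the Hox gene starts that were placed, and they are given here because the paper does not discuss them. For a named gene without a start in mm9, the start worked out for the gene nearest to it in GRCm38 was used in its place. There are 6 such peaks among the 5 highest of each limb.

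In FLs these were the peak on chromosome 6 from 36840179 to 36841054 with a fold of 23.4, the peak on chromosome 14 from 22722789 to 22724324 with a fold of 22.4 and the peak on chromosome 1 from 181403944 to 181404693 with a fold of 21.3. The nearest gene starts among those worked out were 1700111E14Rik at 46.6 kb, Comtd1 at 55.5 kb and Smyd3 at 43.9 kb. In HLs they were the peak on chromosome 2 from 125327191 to 125327731 with a fold of 22.7, the peak on chromosome 14 from 23468788 to 23469439 with a fold of 18.2 and the peak on chromosome 16 from 30243963 to 30244489 with a fold of 17.7. The nearest starts worked out were Bcl2l11 at 2624 kb, 1700112E06Rik at 630.2 kb and Cpn2 at 23.3 kb. Since only part of the gene starts was worked out, nearer genes are not excluded.

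A chance height in a single library would leave most of these peaks without a high peak in the other limb. All 6 were overlapped by a peak of the other limb that ranked high there by fold. The FL peaks on chromosomes 6, 14 and 1 had HL folds of 16.0, 15.4 and 6.68, at HL ranks 10, 11 and 294, and the HL peaks on chromosomes 2, 14 and 16 had FL folds of 19.1, 13.8 and 16.3, at FL ranks 9, 49 and 22. The tables argue against chance in 1 library. A source of signal common to both ChIP libraries and absent from the inputs, such as an antibody effect or a strain variant, stays open, since no ChIP without the antibodies or without Meis was analysed here. No biological explanation was tested.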

How the results depend on the processing

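The alternatives with p at most 0.0005 for the numbers of peaks, their shares and the peaks without an overlap, those of the shared counts, of the shares and of the peaks without an overlap that count every summit or use q for the latter, and both percentiles of the Hoxd13 ratio among shared peaks, were chosen after the results were seen. Of the 71 values from alternatives planned earlier, 23 stayed near the result and 48 moved. Of the 12 values from the later alternatives, 3 stayed near and 9 moved. Most of these values are counts, shares or ranks, which have no direction of their own.

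Stricter lists hold fewer peaks by construction. With p at most 1e-05 there were 3685 FL and 2088 HL peaks, with q at most 0.05 there were 3722 and 1721, and with p at most 0.0005 there were 6773 and 6291. Counting every summit kept both counts within 1.5 times. Keeping chromosomes 1 to 19 and X removed no peak, since the lists hold no others. A fold above 4 in place of 5 admits more peaks, 3105 in FLs and 1517 in HLs, whereas q at most 0.01 gave 1636 and 794, as did q at most 0.05. Of the 23 values that stayed near, 4 come from the chromosomes and from q at most 0.01, which removed no peak and do not test the counts. Requiring p at most 0.0005 in each limb left 2608 shared peaks, and with q at most 0.05 the peaks without an overlap fell to 1229 in FLs and 185 in HLs.

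The shares of overlapping peaks moved under every alternative, and the cause was not tested. An overlap of at least 50% of both peaks gave 14.8% in FLs and 18.6% in HLs, and summits at most 100 bp apart gave 20.9% and 26.6%. With p at most 1e-05 in both lists the shares were 36.2% and 64.2%, with q at most 0.05 against the whole other list 67.0% and 89.3%, with q at most 0.05 in both lists 32.3% and 70.0%, and with equal numbers of peaks 26.7% and 27.4%. Every summit counted gave 25.3% and 31.5%, and p at most 0.0005 against the whole other list gave 51.5% and 51.8%. The shares of Meis-Hoxc10 regions were 100% by overlap and 72.6% with q at most 0.05. Those of Tbx5-Hoxc10 regions were 88.7% and 61.8%, and 64.2% with HL summits.

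Around single genes, q at most 0.05 leaves fewer peaks by construction. In FLs and HLs it left 3 and 2 near Fgf10, 1 and 0 near Lef1, 3 and 1 near Hand2, 0 and 0 on the Ptch1 side of Fancc, and 8 and 7 around the HoxD complex. It left 0 and 0 from Hoxa9 to Evx1, 7 and 9 from Hoxb1 to Hoxb5, 5 and 4 from Hoxd12 to Mtx2, and in HLs 2 from Hoxc5 to Hoxc4 and 1 from Evx2 to Hoxd12. The limb with more peaks changed under this q from FLs to HLs between Hoxb1 and Hoxb5, and from HLs to FLs around the HoxD complex and between Hoxd12 and Mtx2. A window of 50 kb left 2 HL peaks near Lef1, 4 FL peaks near Hand2, and 0 FL and 0 HL peaks on the Ptch1 side of Fancc. By p in place of fold, the Hoxd13 peak ranked 2 in FLs and 164 in HLs, and among all shared peaks its log2 ratio was at percentile 94.2. The cause was not tested for either.

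The median log2 ratio was 0.16 with q at most 0.05 in both limbs and 0.17 with summits at most 100 bp apart, and the shares by distance to gene starts stayed within their intervals with q at most 0.05. No paired analysis was possible because the labels give each limb a single library, both numbered 1, and the results come from no test. The shares of motifs in peaks, and the peaks near Shh and the ZRS, were not run. The depth of each library limits which weak peaks are called, so a peak absent from a list was not detected at this depth.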

Differences from the paper's values

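The alternatives with p at most 0.0005 for the numbers of peaks and for peaks without an overlap, those that count every summit for shared peaks, those with q at most 0.05 for peaks without an overlap, and the comparisons around Hoxd12 and Fgf10 were chosen after the values were seen. For the counts of peaks without an overlap, other limits on q and on rank were also looked at and are not given.

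The lists held 21338 FL peaks against the paper's 6811, and 16987 HL peaks against the paper's 6010. None of the alternatives set before the data were examined brought either count within 1.5 times of the paper's value. With p at most 0.0005 there were 6773 FL and 6291 HL peaks. This is the detection cutoff that the methods give, and the alternative was chosen after seeing the values. Counting every summit at that cutoff gave 7343 in FLs and 6655 in HLs, further from the paper's values. For peaks common to both limbs, the methods apply the cutoff to a compound p instead. The paper's 6811 FL peaks equal its 5803 shared peaks plus its 1008 FL-specific peaks. Its 6010 HL peaks equal the same 5803 plus its 207 HL-specific peaks. Each total thus joins a shared and a specific set, and is not a list of that limb cut at p at most 0.0005. The near match at that cutoff therefore does not show how the paper's counts were made. The whole lists and the paper's totals are also not counts of the same kind.

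Of the FL peaks 22.6%, and of the HL peaks 29.0%, overlapped a peak of the other limb, against the paper's 80%, which the paper gives for its consensus set of both limbs. Of the alternatives set before the data were examined, q at most 0.05 against the whole other list came within 1.5 times of the paper's value in FLs (67.0%) and in HLs (89.3%). In HLs so did p at most 1e-05 in both lists (64.2%) and q at most 0.05 in both lists (70.0%), and in FLs these gave 36.2% and 32.3%. The alternatives with an overlap of at least 50%, summits at most 100 bp apart and equal numbers of peaks did not close the gap in either limb. The number of shared peaks was 4813 against the paper's 5803, a smaller difference, and counting every FL summit in an overlapping peak, which was chosen after seeing the values, gave 5803. The same count of HL summits gave 5619.

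With p at most 0.0005 and no overlap there were 3288 FL peaks against the paper's 1008 and 3034 HL peaks against the paper's 207. No alternative for these counts was set before the data were examined. With q at most 0.05 and no overlap, chosen after seeing the values, there were 1229 FL and 185 HL peaks.

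The paper's 1740 FL and 831 HL peaks with FDR 5% and a fold above 5 were reached exactly when every summit was counted, an alternative set before the data were examined, against 1636 and 794 peaks.

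The paper states that the Meis peak in Hoxd13 is the sole reported binding 5′ to the Hox9 position in any Hox complex. In the FL list, another peak with q at most 0.05 lies from 74520131 to 74520551 on chromosome 2, with a fold of 5.84 (q = 2.64e-07), 7.14 to 7.57 kb from the Hoxd12 start of mm9 in the direction of Mtx2. In GRCm38 the starts of Hoxd11, Hoxd10 and Hoxd9 lie 4.54, 16.9 and 22.7 kb from that of Hoxd12 in the same direction, so that by distance within each build the peak lies 5′ to Hoxd9. In the HoxA part 5′ to Hoxa9, 0 of 6 FL peaks and 0 of 4 HL peaks had such a q, and the corresponding parts of HoxB and HoxC were not examined.

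The paper states that the more 5′ of the small Fgf10 deletions holds a Hoxc10 binding site beside the Meis and Tbx5 sites. The complete Meis-Hoxc10 and Tbx5-Hoxc10 lists of Supplementary Data 4 hold 0 regions within 400 kb of the Fgf10 start. The Hoxc10 peaks themselves were not analysed here.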

Other observations

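The test of sequencing depth, the test around Hoxc4, both comparisons of the Hoxd13 ratio with shared pairs, the comparison of the highest folds with the other limb, the test at Tbx5-Hoxc10 regions and the choice of the 14.5 kb Fgf10 segment were made after the results were seen.

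Many weak FL peaks also had an HL peak. If FL peaks with q above 0.05 were background calls placed at random, their overlap with HL peaks would lie within the range of shifted HL peaks. Of these FL peaks 13.2% (2320 of 17616) overlapped an HL peak, and the highest of 1000 shifts gave 0.375%, which argues against random background as the source of all of them. Sites where the background itself is high in both limbs stay open, since each limb has only its own input.

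The fold of the Hoxd13 peak was higher in FLs than in HLs. A general rise of folds in FLs would place its log2 ratio among the middle ratios of the shared pairs. It lay at percentile 95.6 of the pairs with q at most 0.05 in both limbs and at percentile 94.2 of all shared pairs. Percentile 95 was passed in the former set only, by a margin within counting error, so a general rise together with the spread of ratios between single peaks and a rise particular to Hoxd13 cannot be told apart. A difference between the limbs in Meis binding, a different share of cells with open Hoxd13 chromatin, and the variation between libraries all stay open and were not tested.

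More FL than HL peaks had an FDR of 5% and a fold above 5, with a ratio of 2.06. The median log2 ratio of FL to HL folds over shared pairs with q at most 0.05 in both limbs was 0.16 (0.13 to 0.20), which is consistent with generally higher folds in FLs as a contributor, and the interval could have included 0. Depth alone would need FL reads in a proportion similar to that of the peaks, and the ratio of uniquely mapped reads was 1.09, closer to 1 than the ratio of peaks. The number of peaks past a cutoff need not rise in proportion to the reads, and the inputs differ in depth as well, so depth and a difference between the limbs cannot be told apart from this ratio. A biological difference between the limbs was not tested.

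Genes used in 1 limb might carry stronger Meis peaks in that limb. The shared pairs within 500 kb of the start of Tbx5, an FL gene, had a median log2 ratio of 0.50 over 9 pairs, at percentile 85.8 of the medians around 1270 other gene starts. For the HL genes Tbx4 and Pitx1, the medians were 0.41 over 12 pairs (percentile 77.8) and 0.24 over 8 pairs (percentile 59.3). Around Hoxc4, in the complex that holds the HL gene Hoxc10, the median was 0.19 over 13 pairs (percentile 52.1). None of these 4 lay beyond the percentile 5 or 95 that the hypothesis needs, and few pairs support each median. The gene starts used for comparison needed only 3 pairs. Medians over so few pairs can spread more widely, which makes those percentiles harder to reach, so the test cannot exclude a difference. The medians around Tbx4, Pitx1 and Hoxc4 did lie above the middle of the comparison, not towards HLs.

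FL summits lay within 100 bp of the middle of Meis-Hoxc10 regions more often than HL summits. A shorter HL list was tested as the cause by taking the same number of summits from each limb, and the HL share of 78.8% stayed below the FL share of 88.8% and below its interval (86.6 to 90.7%), which argues against list length as the whole cause. The regions were also defined on FL Meis peaks, which favours FL summits. At the Tbx5-Hoxc10 regions, which were not chosen on Meis peaks, equal numbers of summits gave 64.2% in HLs against 77.5% in FLs (74.1 to 80.6%), which argues against the choice on FL Meis peaks as the whole cause. The choice of those regions on Tbx5 sites, which the paper gives as FL sites, the quality of each library and a difference between the limbs stay open and were not tested.

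The other peaks with the highest folds were, in FLs, those on chromosome 3 from 107348475 to 107349238 (fold 23.4, 9.12 kb from the Ubl4b start) and on chromosome 8 upstream of Hand2 (fold 20.4), and, in HLs, those on chromosome 15 from 103135473 to 103136122 (fold 18.6, 5.03 kb from the Gpr84 start) and on chromosome 2 from 74218725 to 74219416 (fold 18.6, 198 kb from the Lnp start). All 4 overlapped a peak of the other limb.

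Among shared pairs with q at most 0.05 in both limbs, the 5 with the largest log2 ratio towards FLs were on chromosome 18 from 84576688 to 84577337 (1.74), on chromosome 5 from 149160979 to 149161539 (1.72), on chromosome 1 from 181403944 to 181404693 (1.67) and from 187554979 to 187555476 (1.66), and on chromosome 6 from 12308665 to 12309124 (1.63). The 5 with the largest ratio towards HLs were on chromosome 1 from 78018364 to 78018582 (-1.66, 175 kb from the Pax3 start), on chromosome 19 from 56179502 to 56179974 (-1.31), on chromosome 5 from 5117211 to 5117473 (-1.29), on chromosome 8 from 31568689 to 31569183 (-1.24) and on chromosome 3 from 85145289 to 85145712 (-1.22). Positions are those of the FL peaks, and with 1 library per limb no error can be given for these ratios.

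The segment between the outer guides of the 14.5 kb Fgf10 deletion runs from 118721725 to 118736043 on chromosome 13 of GRCm38 (14319 bp, predicted from the guides). It has 10 exact matches to TGACAG and 3 to TGATTTAT or TGATTGAT on either strand, and no background rate was estimated.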
